# Arabidopsis *HEAT SHOCK TRANSCRIPTION FACTORA1b* regulates multiple developmental genes under benign and stress conditions

**DOI:** 10.1093/jxb/ery142

**Published:** 2018-04-25

**Authors:** Waleed S Albihlal, Irabonosi Obomighie, Thomas Blein, Ramona Persad, Igor Chernukhin, Martin Crespi, Ulrike Bechtold, Philip M Mullineaux

**Keywords:** ChIP-seq, development, heat shock factors, long non-coding natural antisense RNAs, RNA-seq, stress, transcription factors

## Abstract

In *Arabidopsis thaliana*, *HEAT SHOCK TRANSCRIPTION FACTORA1b* (*HSFA1b*) controls resistance to environmental stress and is a determinant of reproductive fitness by influencing seed yield. To understand how *HSFA1b* achieves this, we surveyed its genome-wide targets (ChIP-seq) and its impact on the transcriptome (RNA-seq) under non-stress (NS), heat stress (HS) in the wild type, and in *HSFA1b*-overexpressing plants under NS. A total of 952 differentially expressed HSFA1b-targeted genes were identified, of which at least 85 are development associated and were bound predominantly under NS. A further 1780 genes were differentially expressed but not bound by HSFA1b, of which 281 were classified as having development-associated functions. These genes are indirectly regulated through a hierarchical network of 27 transcription factors (TFs). Furthermore, we identified 480 natural antisense non-coding RNA (*cis*NAT) genes bound by HSFA1b, defining a further mode of indirect regulation. Finally, HSFA1b-targeted genomic features not only harboured heat shock elements, but also MADS box, LEAFY, and G-Box promoter motifs. This revealed that HSFA1b is one of eight TFs that target a common group of stress defence and developmental genes. We propose that HSFA1b transduces environmental cues to many stress tolerance and developmental genes to allow plants to adjust their growth and development continually in a varying environment.

## Introduction

The heat shock response (HSR) is a highly conserved cellular process, which is regulated at the transcriptional level by the heat shock transcription factors (HSFs; Ohama *et al.*, 2016). In their active state, HSFs form homo- and/or heterotrimers, accumulate in the nucleus, and activate transcription of stress-associated genes by binding to heat shock *cis*-elements (HSEs). HSEs are three inverted pentameric DNA repeats of 5'-nGAAn-3' on the promoters of stress genes (Scharf *et al.*, 2012; Jaeger *et al.*, 2014; Zheng *et al.*, 2016; Jacob *et al.*, 2017). Importantly, the functions of HSFs go beyond the HSR to regulating responses to diverse abiotic and biotic stresses and the modulation of cell growth and development (Evans *et al.*, 2007; Akerfelt *et al.*, 2010; Hashimoto-Torii *et al.*, 2014; Jacob *et al.*, 2017).

Plant HSFs differ from those in other eukaryotes in three ways. First, plant HSF families are larger (Baniwal *et al.*, 2004; Guo *et al.*, 2016). For instance, there are 21 HSFs in *Arabidopsis thaliana* (Arabidopsis) compared with only single HSFs in both yeast and fruitfly and four in mammals (Nover *et al.*, 2001; Akerfelt *et al.*, 2010; Scharf *et al.*, 2012; Guo *et al.*, 2016). Secondly, plant HSFs are divided into three structurally distinct classes: A, B, and C. Classes A and C function as transcription activators, whereas members of class B HSFs are transcriptional repressors (Scharf *et al.*, 2012; Guo *et al.*, 2016; Jacob *et al.*, 2017). Thirdly, in addition to post-translation regulation of HSFs, some plant *HSF* genes, such as *HSFA2*, *A3*, *B2a*, and *B2b*, are regulated transcriptionally in a stress-dependent manner by clade A1 *HSF* genes as well as other transcription factors (TFs; Schramm *et al.*, 2008; Scharf *et al.*, 2012; Bechtold *et al.*, 2013; Guo *et al.*, 2016; Jacob *et al.*, 2017). This has led to diversification of tissue and functional specificities (Liu *et al.*, 2011; Guan *et al.*, 2013; Hwang *et al.*, 2014; Perez-Salamo *et al.*, 2014; Jacob *et al.*, 2017). In Arabidopsis, the clade A1 HSF family, which is expressed in all tissues (Miller and Mittler, 2006, Swindell *et al.*, 2007; Bechtold *et al.*, 2013), consists of four genetically redundant members, *HSFA1a*, *HSFA1b*, *HSFA1d*, and *HSFA1e*. Only a quadruple null mutant *hsfA1a*/*hsfA1b*/*hsfA1d*/*hsfA1e* (hereafter called qKO) is unable to initiate HSR (Liu *et al.*, 2011; Yoshida *et al.*, 2011). Furthermore, qKO plants show diminished development and growth manifested throughout all growth stages. This is not evident in genotypes with fewer combinations of clade A1 HSF null mutants (Busch *et al.*, 2005; Liu *et al.*, 2011). The qKO mutant is defective in the development of the seed, consequently retarding germination, seedling establishment, and also growth through all vegetative stages. However, qKO mutant plants do complete their life cycle under non-stress (NS) conditions (Liu *et al.*, 2011).

Overexpression of *HSFA1b* in Arabidopsis and oilseed rape (*Brassica napus*) not only promotes enhanced resistance to abiotic and biotic stress but also affects development by causing a redistribution of biomass in favour of reproductive structures at the expense of vegetative shoot growth, resulting in increased seed yield (Prändl *et al.*, 1998; Bechtold *et al.*, 2013; Jung *et al.*, 2013). In contrast to the qKO mutant, there is no effect of *HSFA1b* overexpression on any aspect of seed or seedling viability (Bechtold *et al.*, 2013).

The identity of development-associated genes that are subject to regulation by clade A1 HSFs needs to be determined, as well as the full extent of those genes involved in defence against stress. Therefore, we set out to identify *HSFA1b*-regulated development-associated genes under NS and heat stress (HS) conditions and to determine how these genes may be regulated in comparison with stress-associated genes. By applying HS for a short period of 30 min, when HSFA1b is active (Busch *et al.*, 2005; Li *et al.*, 2010; Liu *et al.*, 2011), we anticipated that we would detect not only the early events in the induction of stress-defensive genes but also changes in expression of genes implicated in growth and development. This was done by surveying genome-wide binding of HSFA1b to its target genes and combining this with transcriptomics using both wild-type (WT) plants under NS and HS conditions, and those overexpressing *HSFA1b* under NS conditions.

## Materials and methods

### Arabidopsis genotypes and transgenes

The 35S:HSFA1b plants (35S:HSFA1b-RFP-B/Col-0), the *hsfA1a/hsfA1b* (Ws-0) mutant, and the qKO mutant (Col-0/Ws-0) have been described previously (Busch *et al.*, 2005; Liu *et al.*, 2011; Bechtold *et al.*, 2013). To construct the HSFA1b^PRO^:*HSFA1b-eYFP* (enhanced yellow fluorescent protein) gene fusion (hereafter called NP:HSFA1b), *HSFA1b* was PCR-amplified, using Phusion DNA polymerase (Thermo-Fisher, Paisley, UK), from Arabidopsis Col-0 genomic DNA, generating an amplicon containing its promoter and full genomic sequence minus the stop codon using primers 5'-CACCTCGAATAATTGTCAAGCTCAC-3' and 5'-TTTCCTCTGTGCTTCTGAG-3'. The amplicon was inserted into the pENTR plasmid using the D-TOPO cloning kit (Thermo-Fisher). The Gateway LR reaction (Thermo-Fisher) was used to create the *HSFA1b-eYFP* fusion in the binary Ti vector pGWB40 (Nakagawa *et al.*, 2007) creating pGWB40-HSFA1b^PRO^:*HSFA1b*-eYFP, which was transferred to *Agrobacterium tumefaciens* strain GV3101 and used to transform Arabidopsis Col-0 (Bechtold *et al.*, 2013). Transformants were selected on Murashige and Skoog (MS) medium containing 25 µg ml^–1^ hygromycin B and 50 µg ml^–1^ kanamycin. To select expressing lines, immunoblotting (Prändl *et al.*, 1998) was carried out using anti-green fluorescent protein (GFP) antibody (ab209; Abcam, Cambridge, UK).

### Growth phenotypes and HS conditions

All plants were grown in an 8 h day:16 h night under controlled environment conditions (Bechtold *et al.*, 2013). Five-week-old plants were subjected to HS at 37 °C (from 23 °C) for 30 min at 86% relative humidity to maintain the vapour pressure deficit at 1 kPa and therefore avoid a coincident dehydration stress (Fryer *et al.*, 2003; Galvez-Valdivieso *et al.*, 2009).

Rosette expansion of soil-grown 2-week-old seedlings over 11 d was carried out to monitor the effect of HS (2 h at 37 °C) or overexpression of HSFA1b under non-stress conditions. Daily measurements of rosette area were made using a chlorophyll fluorescence imager (Fluorimager, Technologica Ltd, Colchester, UK) as described by Baker (2008).

### ChIP-PCR, ChIP-seq, and data analysis

Fully expanded leaf samples from 5-week-old NS and HS NP:HSFA1b and Col-0 plants were used for ChIP experiments. A detailed step-wise protocol can be found as a Supplementary Methodology at *JXB* online. PCR analysis to detect *HSFB2a* in ChIP DNA samples was carried out as previously described (Bechtold *et al.*, 2013). Library preparation and massively parallel DNA sequencing of ChIP DNA samples (ChIP-seq) were carried out at The Genome Analysis Centre (now the Earlham Institute; http://www.earlham.ac.uk/) using Illumina TruSeq ChIP Library Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq2000 platform using 100 bp paired ends and a sequencing depth of ≥10 million reads per library. The data from two independent plants in one HS experiment are combined.

Quality control of raw fastq files was carried out using in-house programs (available upon request). Using GSNAP (Wu and Nacu, 2010), ChIP-seq reads were mapped to the Arabidopsis genome (TAIR10) allowing one mismatch and output files in SAM format. Removal of unmapped reads and duplicates followed by conversion of SAM format to the binary form (BAM), sorting and indexing of BAM files was done using SAMtools (Li *et al.*, 2009). Library normalization followed by conversion to signal tracks in BedGraph format was performed using BEDtools (Quinlan and Hall, 2010). Normalized BedGraph files were visualized using the Integrated Genome Browser (IGB; Nicol *et al.*, 2009). Peaks were called using MACS2 (Zhang *et al.*, 2008) with the options –g 1.2e8 –f BAMPE –q 0.05 –B –trackline –FE 2. Peaks within pericentromeric regions and broad peaks on gene bodies of highly transcribed genes were considered as false positives regardless of their *q* and FE values (Nix *et al.*, 2008; Chen *et al.*, 2012). *K*-means clustering of ChIP-seq signals on the regions occupied by HSFA1b and generation of density heat maps were carried out using seqMINER (Ye *et al.*, 2011). Annotation of the closest genomic features to the regions bound by HSFA1b was carried out with ChIPpeakAnno (Zhu *et al.*, 2010) using the batch annotation function and a dedicated function for peaks on bidirectional promoters. Overlap between annotated target genomic features was determined and Venn diagrams were generated using Jvenn (Bardou *et al.*, 2014). Gene Ontology (GO) analysis on the target genomic features was carried out using the Singular Enrichment Analysis (SEA) tool in the AgriGO database (Du *et al.*, 2010). Sequences of the regions bound by HSFA1b were used for *de novo* motif discovery using MEME (Bailey *et al.*, 2009) with a cut-off *P*<0.0001 and using default options.

The published ChIP-seq data analysed in this study were downloaded from the NCBI Gene Expression Omnibus (GEO) database and subjected to the same analysis using MACS2 and criteria as described above. The GEO accession codes for each TF are as follows: HBI1, GSE53078; LFY, GSE24568; PIF5/PIF4, GSE68193; PRR5, GSE36361; PRR7, GSE49282; and SEP3, GSE46987.

### RNA-seq data analysis

RNA was extracted from NS WT, HS WT, and NS 35S:HSFA1b plants (three biological replicates of each) as described previously (Bechtold *et al.*, 2013) and analysed using massively parallel sequencing (RNA-seq) as follows: synthesis of cDNA, library preparation, and sequencing were carried out at Earlham Institute on the Illumina HiSeq2000 platform using 50 bp paired-end sequencing with minimum read depth ≥25 million reads per library.

Quality control of raw fastq files was carried out as for the ChIP-seq data with the following modifications: filtered RNA-seq reads were mapped against the Arabidopsis transcriptome using GSNAP with the known splices option for RNA-seq (five mismatches allowed). Transcript assembly and differential expression analysis were carried out using Cufflinks and Cuffdiff (Trapnell *et al.* 2012) followed by the geometric library normalization method with threshold *q*≤0.05.

Assembly of a hierarchical TF network was done by downloading all connections for selected TFs from the Cistrome Atlas (O’Malley *et al.*, 2016) or BZIP28 ChIP-seq data (Zhang *et al.*, 2017) and assembling all pairwise interactions in Excel manually in the form Gene A (PD) Gene B, using an exemplar template available from a previously published analysis (Bechtold *et al.*, 2016). The resulting file containing the connections was uploaded into Cytoscape 3.3.1 (Shannon *et al.*, 2003; www.cytoscape.org) and visualized initially using default settings.

### Identification of lincRNAs and *cis*NAT RNAs

The sequenced reads were aligned using TopHat 2 (Kim *et al.*, 2013) on the TAIR10 DNA sequence. The GFFProf script included with RNAprof (Tran *et al.*, 2016) was used to predict all new transcriptional units compared with Araport11 gene annotations (Cheng *et al.*, 2017). Only the transcriptional units >200 nucleotides were kept. The coding potential was estimated using existing annotation (repTAS; Liu *et al.*, 2012) and CANTATAdb (Szcześniak *et al.*, 2016) and, if absent, it was predicted using COME (Hu *et al.*, 2017). Using R (http://www.R-project.org/), all annotated target genomic features of HSFA1b were intersected with transcribed genomic features to generate normalized FPKM (fragments per kilobase of transcript per million mapped reads) values. FPKM values=0 in all conditions were discarded. The differential expression of HSFA1b target genes was determined based on *q*-value and fold change. Genes were designated as up-regulated and down-regulated based on expression values of HSFA1b target genes in the WT under HS and 35S:HSFA1b under NS relative to NS WT.

### qRT-PCR

The method and primers for *APX2*, *MBF1c*, *HSFA2*, and *HSFB2b* have been described previously (Bechtold *et al.*, 2013). All other primers used in this study are given in Supplementary Table S2.

### Accession number

The ChIP-seq and RNA-seq data have been deposited in the NCBI GEO database under code GSE85655.

## Results

### HSFA1b preferentially binds to downstream and intragenic regions of its target genes under NS conditions

Genome-wide HSFA1b target genes were identified by ChIP-seq from NP:HSFA1b plants expressing a C-terminal fusion of HSFA1b to eYFP under the control of its native promoter (see the Materials and methods). C-terminal fusions to clade A1 HSFs, including HSFA1b, do not affect their function (Prändl *et al.*, 1998; Liu *et al.*, 2008; Jung *et al.*, 2013; Bechtold *et al.*,2013). The transgenic line chosen (NP:HSFA1b_6) had the least immunodetectable protein of the seven lines surveyed (Supplementary Fig. S1A) and was validated as suitable for ChIP-seq by carrying out ChIP-PCR to show binding of HSFA1b–eYFP to the promoter of *HSFB2b* (Supplementary Fig. S1B, C; see the Materials and methods). ChIP-seq was performed on 5-week-old plants grown under NS conditions and subjected to HS treatment (37 °C for 30 min). The control for these experiments was Col-0 (WT) plants treated in the same way. *HSFA1b*, along with *HSFA1a*, regulates the initial phase (<1 h) of the HSR; thereafter, stress-inducible *HSF* genes take over (Busch *et al.*, 2005; Li *et al.*, 2010; Liu *et al.*, 2011). This was confirmed by a ≥30 min delay of HS-inducible gene expression in *hsfA1a/hsfA1b* compared with WT plants (Supplementary Fig. S2).

The minimum exposure to 37 °C that affected growth was 2 h, at which a slight but significant (*P*≤0.05; Student’s *t*-test) reduction in the rate of rosette expansion was measured 4 d and 5 d post-stress in Col-0 (Supplementary Fig. S3).

Peak calling from ChIP-seq data (see the Materials and methods) identified 709 and 1083 HSFA1b-binding sites [*q*≤0.05; fold enrichment (FE) ≥2] under NS and HS, respectively (Supplementary Data S1), comprising 1207 HSFA1b target genes. *K*-means clustering of the binding regions identified three groups (Fig. 1A; Supplementary Data S1): unique to NS (Group I), common to NS and HS (Group II), and unique to HS (Group III; Fig. 1B). Examples of HSFA1b binding near genomic features in Groups I–III are shown in Fig. 2A–C. The target genes in each group (Supplementary Data S1) were intersected with loci mapped to genome-wide DNase I-hypersensitive sites in NS and HS seedlings (Supplementary Fig. S4; Sullivan *et al.*, 2014). Open chromatin in NS conditions showed enrichment for Group I genes (*P*=4.31E-08) but less so for Group II and III genes (*P*=0.03 for both comparisons), while the opposite was observed for HS seedlings (Group I; *P*=0.91; Supplementary Fig. S4).

**Fig. 1.**
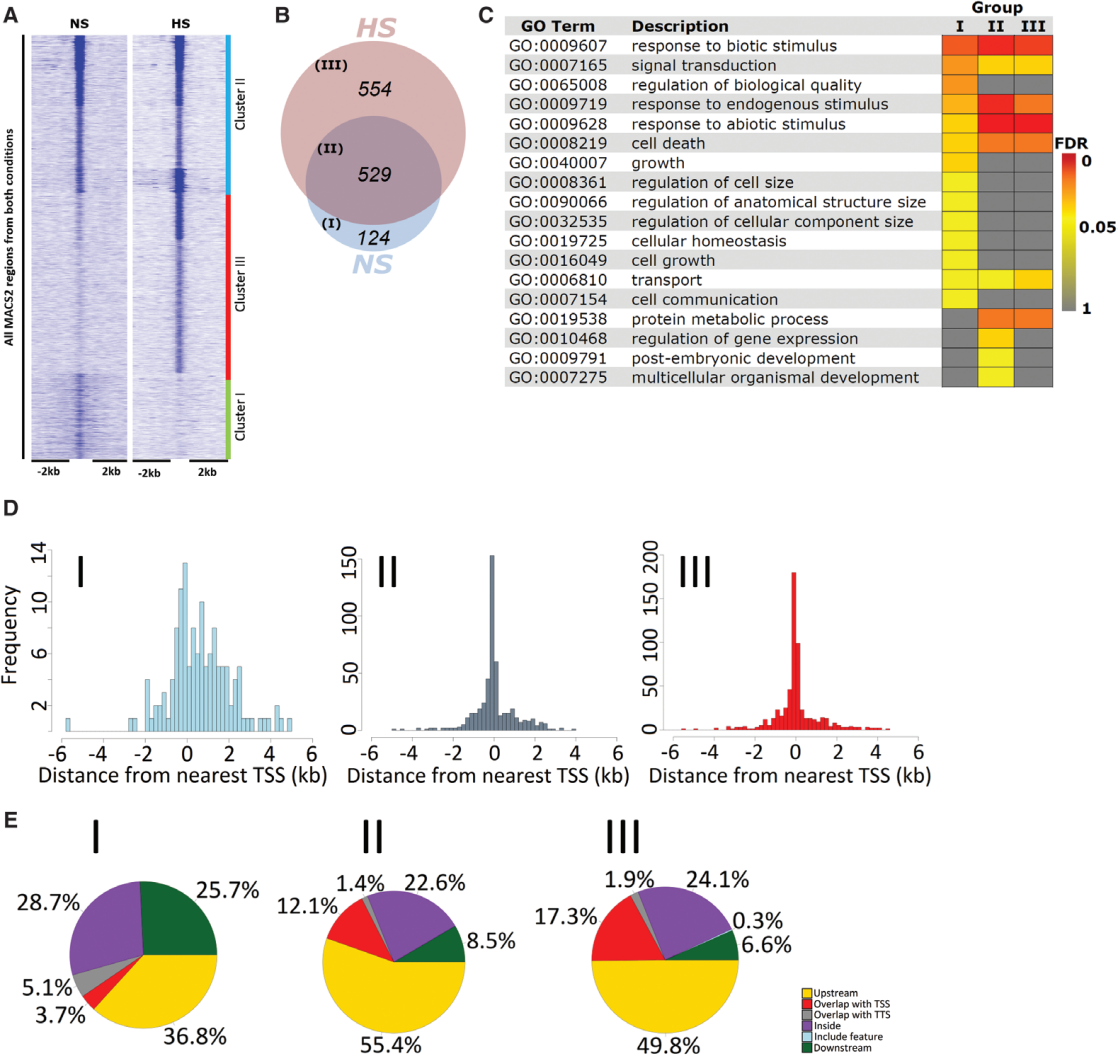
Alteration of HSFA1b binding in response to HS. (A) Heat map with *k*-means clustering showing the enrichment of ChIP-seq signals from NS and HS samples at a 4 kb window around HSFA1b-bound regions in the genome. (B) Venn diagram showing the number of HSFA1b target genomic features in Groups I–III. (C) GO Slim analysis heat map comparing genomic features of enriched Biological Process terms in Group I–III with Benjamini–Hochberg FDR <0.05. (D) Three histograms showing the frequency of HSFA1b binding relative to the distance from the TSS of target genomic features in Groups I–III. (E) Pie charts showing the distribution of HSFA1b binding on target genomic features in Groups I–III.

**Fig. 2.**
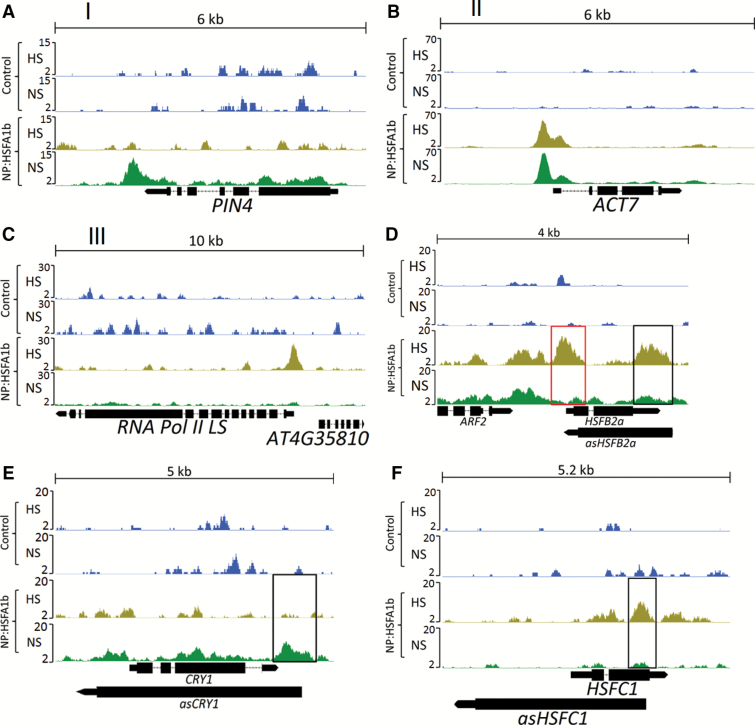
Genome browser view of normalized ChIP-seq tags in NP:HSFA1b NS and NP:HSFA1b HS along with controls showing examples of HSFA1b binding to genes in (A) Group I, (B) Group II, and (C) Group III. (D) Examples of HSFA1b targeting the promoter of *HSFB2a* (red rectangle) as well as a region known to code for an antisense RNA that targets *HSFB2a* (*asHSFB2a*; black rectangle). (E and F) HSFA1b targeting a region that codes for *asCRY1* and *asHSFC1*, respectively.

To obtain an overview of the biological functions of proteins encoded by HSFA1b-bound genes in each group, we carried out a GO analysis (see the Materials and methods). In all groups, there was a significant enrichment for Biological Process (BP) GO terms that reflected the role of HSFA1b in plant stress responses (Fig. 1C; Supplementary Data S2). However, there were many enriched BP terms associated with growth and development from Groups I and II but not Group III (Fig. 1C; Supplementary Data S2).

Forty percent of HSFA1b binding events mapped to within ~250 bp of the transcription start site (TSS) of Group II and III genes (Fig. 1D). In contrast, binding of Group I genes by HSFA1b was spread across greater distances (<1% of the binding sites mapped within 250 bp of the TSS; Fig. 1D). A breakdown of binding regions in relation to the main features of genes showed that HSFA1b preferentially targeted inside and downstream of genes in Group I (54%) in contrast to ~30% for Group II and III genes (Figs 1E; 2B, C; Supplementary Data S1).

### Detection of long non-coding RNAs

In WT plants under NS and HS, 7137 differentially expressed genes (DEGs; *q*-value ≤0.05) were identified in response to HS (Supplementary Data S3). 

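The RNA-seq experiment compared 5-week-old WT plants kept at 23 °C (NS) with WT plants exposed to 37 °C for 30 min (HS), with 3 biological replicates of each. The authors mapped the paired-end reads to the Arabidopsis transcriptome with GSNAP and estimated expression with Cufflinks and Cuffdiff under geometric library normalization. They deposited 1 FPKM value per locus and replicate. The table lists 33557 loci, of which 8775 had an FPKM of 0 in all 12 columns. It holds no read counts, so no interval for counting error can be given. Each column of the table is named by genotype, treatment and a digit from 0 to 2. The sample labels number the replicates from 1 to 3 and do not state how these correspond, so columns are assigned to their group but not to a single library. Differential expression was tested with limma (linear models with moderated variances and an intensity trend) on log2(FPKM + 0.01), in 1 fit to the 9 columns of WT NS, WT HS and 35S:HSFA1b NS plants. The test covered the 17710 genes with a mean FPKM of at least 1 over these columns. A gene was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.05. For a single gene, 3 replicates against 3 cannot give an exact two-sided permutation p below 0.1. Near-identical copies and overlapping genes on the opposite strand were searched for the HSP, TF, clade A1 and antisense-target genes that the paper names, since the paper's text does not state whether reads were assigned by strand.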

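HS changed the transcript levels of 7876 of the tested genes (44.5%), of which 4200 were up-regulated and 3676 down-regulated. The alternative that moved this count most was the requirement of an absolute log2 fold change of at least 1, under which 2586 genes were DEGs. Quantile normalization between columns lowered the share of up-regulated genes from 53.3% to 37.2%, and shifted the median log2 fold change of all tested genes by -0.104. With each column left out in turn, between 5876 and 8021 genes were DEGs. Among genes whose WT NS and WT HS columns did not overlap, the 5 largest increases were those of AT1G71000, APX2, AT4G39364, HSP22 and HSP23.6-MITO. AT1G71000 was at 0.0405 ± 0.0701 FPKM (SD, n = 3) in NS and 790 ± 170 FPKM (SD, n = 3) in HS plants, a log2 fold change of 15.01 (standard error 0.86, adjusted p = 3.6e-06 from limma with Benjamini-Hochberg adjustment). APX2 and AT4G39364 were listed at 0 in every NS column, and reached 253 ± 161 FPKM and 236 ± 98.4 FPKM (SD, n = 3) under HS. HSP23.6-MITO rose from 0.405 ± 0.307 to 5690 ± 1270 FPKM (SD, n = 3). The 5 largest decreases were those of AT2G35850, MIR822, AT5G44540, AT4G10955 and AT3G13061, with log2 fold changes from -6.51 to -4.29 and limma adjusted p from 0.012 to 0.044. Each of these 5 genes had a mean of at most 6.18 FPKM in NS plants and at least 1 HS column at 0 or near it. Tested in the 2 WT groups alone, AT2G35850, AT4G10955 and AT3G13061 no longer passed the threshold, with limma adjusted p of 0.0572, 0.076 and 0.0878.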

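Supplementary Data S1 assigns 1207 features to the HSFA1b binding sites, of which 1204 are loci of the FPKM table and 999 passed the expression filter. Among these bound genes, 694 were DEGs in WT HS plants, with 589 up-regulated and 105 down-regulated. This is 69.5% of the bound genes, against 43% of the other tested genes (two-sided Fisher's exact test, odds ratio 3.02, p = 2.02e-60). That test treats genes as independent, which they are not, so its p does not measure the spread between plants. Of the bound DEGs, 84.9% were up-regulated, compared with 50.3% of the other DEGs. The share that responded differed between the groups of binding. In Group I, bound under NS only, 50 of the tested genes (49.5%) were DEGs, 30 up and 20 down. Group II, bound under both conditions, held 302 DEGs among 444 tested genes (68%), with 243 up and 59 down. For Group III, bound under HS only, the numbers were 342 of 454 tested genes (75.3%), 316 up and 26 down.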

Of these, 721 were HSFA1b-bound genes (Fig. 3A; Supplementary Data S4). Enriched GO terms revealed that down-regulated HS-responsive genes were enriched for a number of growth functions (Fig. 3B; Supplementary Data S5).

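Supplementary Data S2 places 12 Group I genes under the single GO term growth, and all 12 were tested. Other growth and development terms, and the genes of Groups II and III, were not tested in this way. In WT HS plants 5 of the 12 genes were down-regulated past the threshold, namely PIN4, CRY1, EXPA1, CPD and PCAP1, and 2 were up-regulated, PMR6 and STZ. Among the other 89 tested Group I genes, 15 were down-regulated (two-sided Fisher's exact test, odds ratio 3.47, p = 0.0576), so the larger share among growth genes did not pass 0.05. The decreases were small. CRY1 fell from 77.7 ± 4.37 to 50.1 ± 2.43 FPKM (SD, n = 3), a log2 fold change of -0.63 (standard error 0.08, limma adjusted p = 0.00038). PCAP1 fell from 120 ± 12.9 to 76.3 ± 7.56 FPKM (SD, n = 3), a log2 fold change of -0.65 (standard error 0.10, limma adjusted p = 0.0014). PIN4 was closest to the threshold, with a log2 fold change of -0.32 (limma adjusted p = 0.048). None of the 5 decreases reached an absolute log2 fold change of 1. STZ rose from 2.85 ± 1.15 to 377 ± 354 FPKM (SD, n = 3), with columns at 117, 235 and 780 FPKM.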

**Fig. 3.**
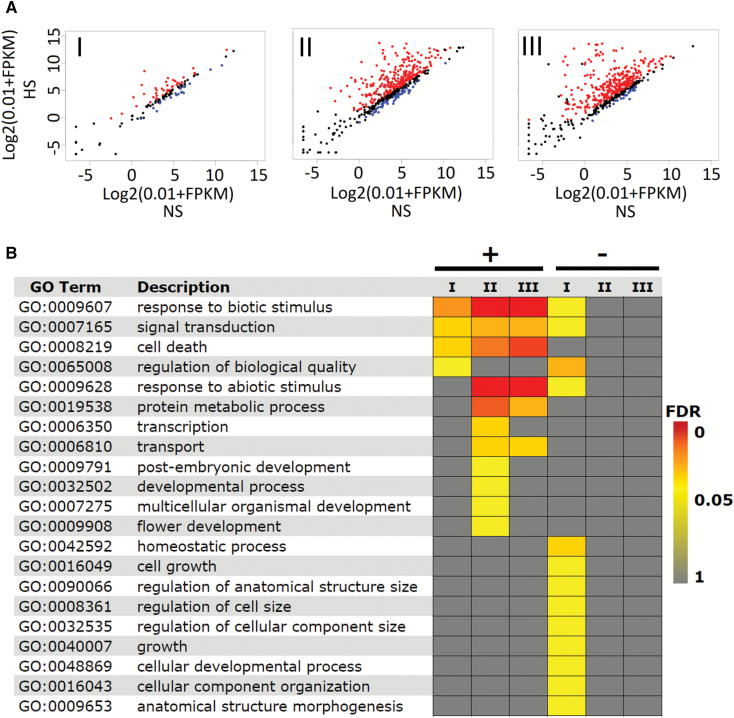
Most HSFA1b target genes are responsive to HS. (A) Scatter plots of transcript abundance of HSFA1b target genes in response to HS. Red and blue dots represent up- and down-regulated genes, respectively (*q*≤0.05), and black dots show genes with expression *q*>0.05. The numbers shown in each panel are the number of DEGs in each group. (B) GO Slim analysis heat map comparing the enriched BP terms of up- (+) and down- (–) regulated HS-responsive genes in Groups I–III (Benjamini–Hochberg FDR <0.05).

The prevalence of HSFA1b binding internal to and downstream of protein-coding genes suggested that it binds to genomic regions in or near *cis* natural antisense long non-coding (*cis*NAT) RNA genes (Ariel *et al.*, 2015). Using the RNA-seq data on WT (NS and HS) plants, we predicted all transcripts in addition to those present in the Araport11 database (Cheng *et al.*, 2017). The transcripts were then classified as coding transcripts, *cis*NAT or long intergenic non-coding (linc) RNAs (see the Materials and methods). All binding sites of Groups I–III classified as located internal or distal to the putative sense target gene (*cis* natural antisense long non-coding; Supplementary Data S1) were intersected with the complete list of NAT gene co-ordinates. Table 1 summarizes this analysis and includes data on the number of NAT genes that also have HSFA1b bound to the corresponding sense gene under NS and/or HS conditions (see also Fig. 2D–F).

**Table 1.** Summary of HSFA1b binding to *cis*NAT genes and lincRNA genes under NS and HS conditions (*q*-value <0.05)

	Group I (NS only)	Group II (HS and NS)	Group III (HS only)
**All *cis*NAT genes bound by HSFA1b (*n***)	76	364	377
**Proportion of *cis*NAT genes whose target sense gene is not bound by HSFA1b under the same conditions**	57%	58%	99%
**All lincRNA genes bound by HSFA1b (*n***)	11	39	29

### The transcriptome of *HSFA1b*-overexpressing plants shows an intermediate state between NS and HS wild-type plants

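The 35S:HSFA1b line carries HSFA1b fused to a red fluorescent protein gene under the constitutive 35S promoter. FPKM values for 3 replicates of NS 35S:HSFA1b plants, also 5 weeks old and kept at 23 °C, were deposited in the same table as those of WT plants and processed with them. The labels of the libraries give 2 submission numbers. All 6 WT libraries and 1 NS 35S:HSFA1b library carry one of them, and the remaining 2 NS 35S:HSFA1b libraries carry the other. As columns are not matched to libraries, the comparison of genotypes could not be repeated within a submission. HSFA1b itself (AT5G16820, chromosome 5 of TAIR10.1, 5530195 to 5532889) was examined first, because it checks the genotype of the columns. It was at 3.81 ± 0.878 FPKM (SD, n = 3) in NS WT plants and at 505 ± 104 FPKM (SD, n = 3) in NS 35S:HSFA1b plants, a log2 fold change of 7.05 (standard error 0.19, adjusted p = 2.5e-07 from limma). The 35S:HSFA1b columns were at 430, 462 and 624 FPKM and no WT column was above 7.31 FPKM. These values include fragments of the transgene's HSFA1b sequence. HSFA1b overlaps AT5G16830 on the opposite strand by 44 bp.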

We performed RNA-seq on 35S:HSFA1b plants overexpressing *HSFA1b-RFP* (see the Materials and methods) under NS conditions. A total of 3306 protein-coding genes showed differential expression in these plants compared with NS WT plants (*q*≤0.05; Supplementary Data S3), of which 72% were differentially expressed in HS WT plants (Supplementary Data S3). 

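In NS 35S:HSFA1b plants 1731 genes were DEGs compared with NS WT plants, 1084 up-regulated and 647 down-regulated, and 1709 of them are annotated as protein-coding. This count depended on the fit more than that of HS did. It was 2624 with all 4 groups of 3 columns in 1 fit and 581 with an absolute log2 fold change of at least 1, and it ranged from 641 to 2873 when each column was left out in turn. Of the 1731 DEGs, 1182 (68.3%) were also DEGs in WT HS plants, and 44.5% of all tested genes were. Compared with the tested genes outside the 1731, the odds ratio was 2.99 (two-sided Fisher's exact test, p = 6.19e-98). In these shared DEGs the direction of change was the same for 1076 genes (91%). Both comparisons use the same NS WT columns, so chance deviations of these columns raise the shared percentage and the agreement in direction. The percentage was 59.6% in the fit to the 2 compared groups alone and 78.8% at an adjusted p of at most 0.01, and it ran from 60.8% to 83% with each column left out in turn. HSFA1b-bound genes made up 256 of the DEGs, which is 25.6% of the bound genes tested and 8.8% of the other genes (two-sided Fisher's exact test, odds ratio 3.56, p = 1.03e-50). The Fisher's exact tests of this paragraph treat genes as independent, which they are not, so their p does not measure the spread between plants. The 5 largest increases among genes with non-overlapping columns were in APX2, AT1G07500, HSP21, HSP22 and AT1G64195. APX2, AT1G07500 and AT1G64195 were listed at 0 in every NS WT column. In 35S:HSFA1b plants APX2 reached 121 ± 15.2 FPKM (SD, n = 3), and AT1G07500 stood at 30.2, 84.2 and 7.31 FPKM in the 3 columns. The 5 largest decreases were in AT5G15420, AT3G29644, MEE3, AHP4 and ASPGB1. AT5G15420, at 4.33 ± 0.345 FPKM (SD, n = 3) in NS WT plants, was listed at 0 in every 35S:HSFA1b column.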

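Group means of log2(FPKM + 0.01) were correlated across the 8425 genes that were DEGs in WT HS plants, NS 35S:HSFA1b plants or both, each compared with NS WT plants. Across these genes Pearson's r of NS 35S:HSFA1b with NS WT plants was 0.919, and for the separate 35S:HSFA1b columns it was 0.925, 0.904 and 0.916 (SD 0.0106, n = 3). With WT HS plants r was 0.888, and 0.876, 0.887 and 0.888 for the separate columns (SD 0.00657, n = 3). The difference between these values of r was larger than the spread between the 35S:HSFA1b columns. However, it nearly vanished without NS WT column 0 (0.892 with NS and 0.886 with HS WT plants) or without HS WT column 2 (0.916 and 0.909). In both of these fits it was below the SD of 0.0106 for r with NS WT plants. Without HS WT column 2 it was not clearly below the SD of 0.00657 for r with HS WT plants. Genes are not independent replicates, so no p is given for these values of r. Without the logarithm r was 0.945 with NS and 0.735 with HS WT plants, the largest move of r with HS WT plants. Over all tested genes, DEGs or not, r was 0.941 and 0.925.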

A Pearson correlation test on all the transcriptome data (*q*≤0.05) showed significant positive correlation between NS 35S:HSFA1b and both NS (*r*=0.92) and HS WT plants (*r*=0.88). Moreover, the expression levels of heat shock protein (HSP) genes in 35S:HSFA1b NS plants was intermediate to WT NS and HS plants (Fig. 4A). This suggested that the 35S:HSFA1b plants under NS conditions were poised in a state between growth and stress defence. 

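All 16 HSP genes of Fig. 4A were up-regulated in WT HS plants past the threshold, and in 15 of them the mean of NS 35S:HSFA1b plants lay between the NS and HS WT means. In each of these 15 genes the 35S:HSFA1b level differed from that of NS WT and that of HS WT plants at a limma adjusted p of at most 0.05, and in all 16 the 35S:HSFA1b columns overlapped with no WT column (10% expected by chance for each comparison of 3 columns with 3). HSP17.6A (AT5G12030) had 2.64 ± 2.17 FPKM in NS WT, 592 ± 89 FPKM in NS 35S:HSFA1b and 9360 ± 1270 FPKM in HS WT plants (SD, n = 3 each). HSP60 (AT3G23990) had 61.2 ± 0.709, 99.9 ± 7.07 and 753 ± 72.3 FPKM in the same order (SD, n = 3 each). HSP60-3A (AT3G13860) had 12.6 ± 0.504, 24 ± 1.32 and 43 ± 3.91 FPKM (SD, n = 3 each). Over the 15 genes the log2 fold change against NS WT plants ran from 0.60 to 10.21 in NS 35S:HSFA1b and from 1.77 to 14.38 in HS WT plants, and the 35S:HSFA1b level had covered between 18.3% and 80.5% of the log2 change caused by HS. The exception was HSP81.3 (AT5G56010), which was lower in NS 35S:HSFA1b (158 ± 6.28 FPKM; SD, n = 3) than in NS WT plants (383 ± 27.2 FPKM; SD, n = 3), a log2 fold change of -1.28 (standard error 0.11, limma adjusted p = 0.00026). It reached 1820 ± 231 FPKM (SD, n = 3) under HS. HSP81.3 aligns with AT5G56000 over 2454 bp at 91.239% identity and with AT5G56030 over 2211 bp at 92.854% and neither copy was higher in NS 35S:HSFA1b than in NS WT plants. HSP101 aligns with AT4G01435 over 442 bp at 90.271% identity and overlaps AT1G74300 on the opposite strand, and HSP17.4 overlaps genes on the opposite strand by up to 453 bp.

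**Figure D1:**
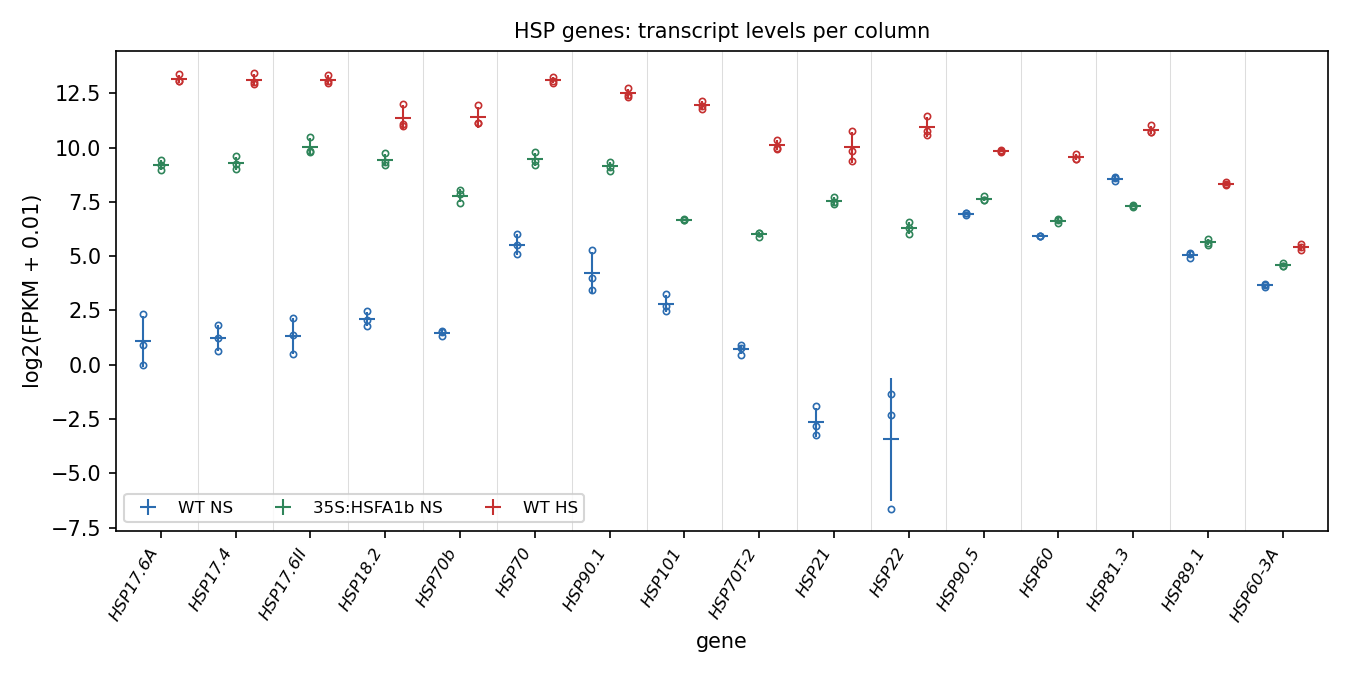
Transcript levels of the 16 HSP genes of Fig. 4A in NS WT, NS 35S:HSFA1b and HS WT plants, as log2(FPKM + 0.01). Open circles are the 3 columns of each group, horizontal marks their mean and vertical lines the SD; in 15 genes the 35S:HSFA1b mean lies between the WT means, and in HSP81.3 it lies below both.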

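The position of NS 35S:HSFA1b plants between the WT states was also measured over the whole HS response. Of the genes that were DEGs in WT HS plants, 72.9% had their NS 35S:HSFA1b mean between the NS and HS WT means, a share that the use of the same NS WT columns on both sides raises. With DEGs called without 1 NS WT column and that column alone as the baseline, 60.7%, 73.1% and 72% of the DEGs lay between the WT levels for columns 0, 1 and 2. By the looser measure of lying on the HS side of the baseline, for which independent values would give 50%, the shares were 66.4%, 76.6% and 75.7%. For the separate 35S:HSFA1b columns the percentages were 68.8, 68.8 and 70.5 (SD 1.01, n = 3). The share was 68.7% for up-regulated and 77.6% for down-regulated DEGs. Genes in NS 35S:HSFA1b plants had covered a median of 26.9% of the log2 change caused by HS. Quantile normalization raised the share between to 77.8%. From the correlations with both WT states and the intermediate levels of HSP genes, the paper proposes that 35S:HSFA1b plants under NS were poised between growth and stress defence.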

Consistent with these observations, DEGs in 35S:HSFA1b NS plants showed enrichment for both stress-associated and developmental GO terms, paralleling the enriched BP terms in WT HS plants (Figs 3B, 4B; Supplementary Data S5). In keeping with our previous observations (Bechtold *et al.*, 2013), the rate of rosette expansion over 14–25 d post-germination was markedly reduced in 35S:HSFA1b compared with Col-0 (Supplementary Fig. S5A). At 5 weeks old, rosettes were typically visibly smaller (Supplementary Fig. S5B, C) and flowering time was shorter by 1 d (Supplementary Fig. S5D).

**Fig. 4.**
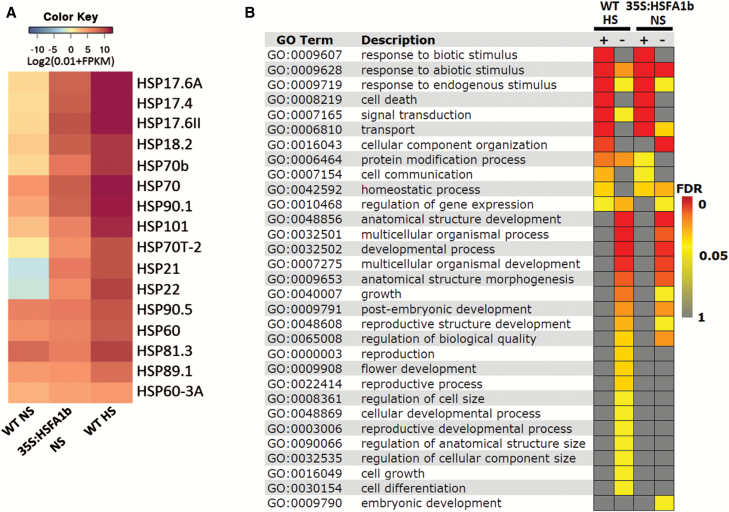
35S:HSFA1b plants under NS partially mimic HS WT plants. (A) Heat map comparing normalized FPKM values for HSP genes in NS and HS WT and 35S:HSFA1b NS plants. (B) GO Slim analysis comparing the enriched Biological Process terms (Benjamini–Hochberg FDR <0.05) of up- (+) or down (–)-regulated DEGs in HS WT and NS 35S:HSFA1b plants compared with NS WT plants.

### *HSFA1b* extends its influence by exerting indirect control over gene expression

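DEGs of WT HS plants and DEGs of NS 35S:HSFA1b plants had 1182 genes in common. Of these, 238 are features of a HSFA1b binding site under NS or HS and 944 are not. With all 4 groups in 1 fit, 1462 genes were DEGs in both comparisons without being bound, and with an adjusted p of at most 0.01 the number was 297. It ran from 362 to 1425 when each column was left out in turn.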

By intersecting the ChIP-seq data from NP:HSFA1b plants under HS and NS conditions (Supplementary Data S1) with the DEGs from NS 35S:HSFA1b plants compared with NS WT plants (Supplementary Data S3), we classified 1821 genes as differentially expressed in WT HS plants and in 35S:HSFA1b NS plants that were not bound by HSFA1b (Supplementary Data S1, S3). These were designated as indirectly regulated by *HSFA1b*, of which 281 are associated with development (Supplementary Data S7). We reasoned that this indirect regulation is achieved by *HSFA1b* being able directly to control the expression of other transcription regulatory genes, such as TF genes. We identified 27 TF genes as directly regulated by *HSFA1b* (Fig. 5A; Supplementary Data S1, S3). 

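Fig. 5A names 27 genes, and all 27 passed the expression filter. Supplementary Data S1 lists 1 of them in Group I, 17 in Group II and 9 in Group III. Adjusted over all tested genes, 24 were DEGs in WT HS plants, 16 were DEGs in NS 35S:HSFA1b plants and 14 were DEGs in both. Adjusted over the 27 genes alone, these counts were 27, 24 and 24, but the list was selected in the paper from these data. The direction of change was the same in both comparisons for all 27 genes, and in 25 the NS 35S:HSFA1b mean lay between the WT means. HSFB2A rose from 6.22 ± 1.1 FPKM in NS WT to 57.4 ± 4.59 FPKM in NS 35S:HSFA1b and 87 ± 16.8 FPKM in HS WT plants (SD, n = 3 each), with log2 fold changes of 3.22 (standard error 0.17, limma adjusted p = 8e-06) and 3.80 (standard error 0.17, limma adjusted p = 6.7e-07). HSFA7A rose from 1.19 ± 0.241 to 9.35 ± 1.31 and 883 ± 132 FPKM (SD, n = 3 each), with log2 fold changes of 2.98 (limma adjusted p = 1.9e-05) and 9.53 (limma adjusted p = 5.6e-09). HSFA2 had log2 fold changes of 1.73 (standard error 0.39, limma adjusted p = 0.029) in NS 35S:HSFA1b and 8.79 (standard error 0.39, limma adjusted p = 7.6e-07) in HS WT plants. AT2G44940 was the only one of the 27 that fell, with log2 fold changes of -0.74 in NS 35S:HSFA1b (limma adjusted p = 0.043) and -0.52 in HS WT plants (limma adjusted p = 0.0502). Without the intensity trend its change in NS 35S:HSFA1b plants did not pass (limma adjusted p = 0.0583). In NS 35S:HSFA1b plants SZF1, WRKY48, GBF3 and ZAT6 had limma adjusted p of 0.51, 0.25, 0.27 and 0.15, with log2 fold changes between 0.71 and 1.43. MBF1C, DREB2A, AT1G20640, AT2G24680, GBF3 and AT5G04840 overlap other genes on the opposite strand, and AT2G24680 shares 238 bp at 95.798% identity with AT4G01593.

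**Figure D2:**
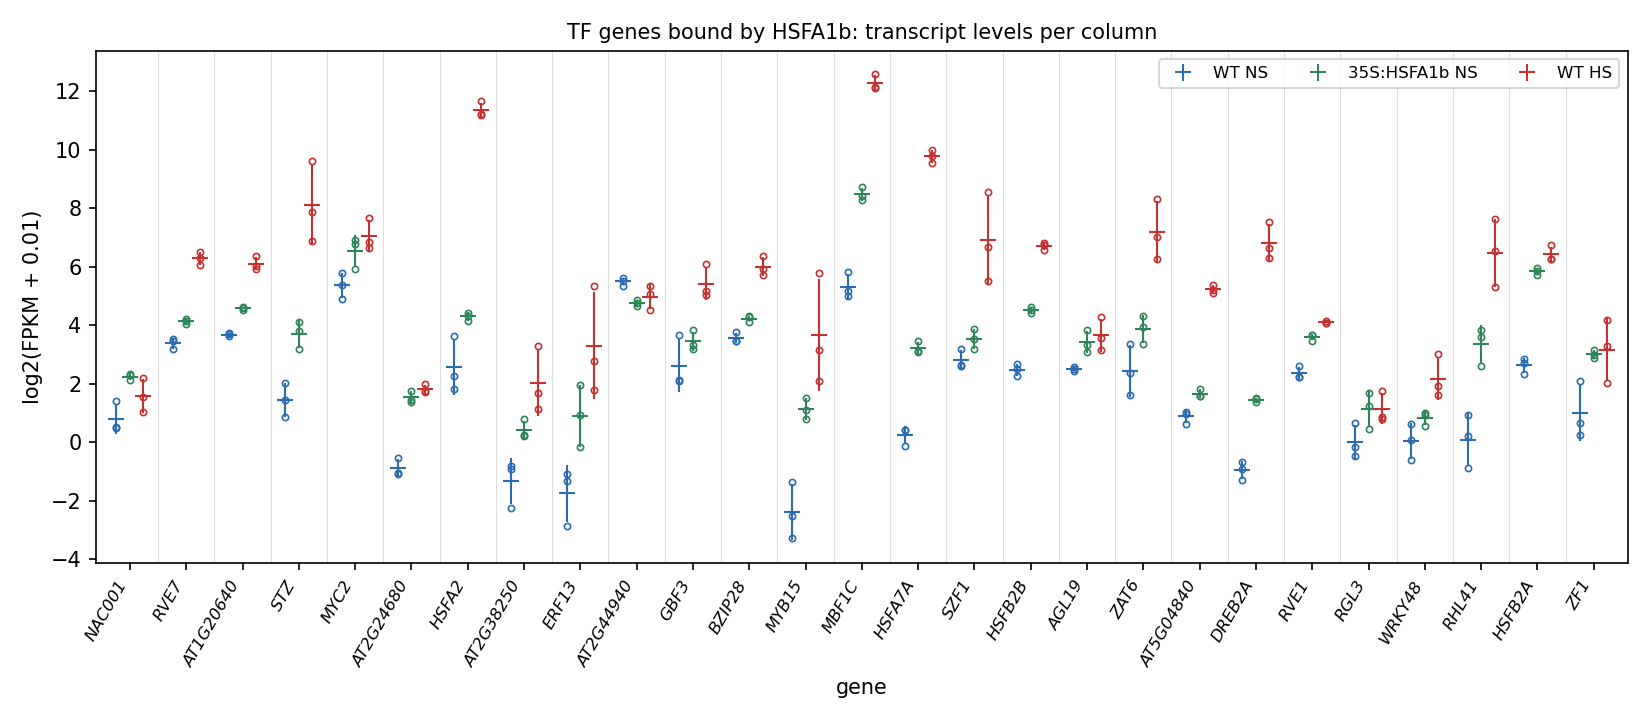
Transcript levels of the 27 TF genes of Fig. 5A in NS WT, NS 35S:HSFA1b and HS WT plants, as log2(FPKM + 0.01). Open circles are the 3 columns of each group, horizontal marks their mean and vertical lines the SD; the 35S:HSFA1b mean lies between the WT means in 25 of the 27 genes.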

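The 8 TF genes that Fig. 5A marks as associated with development are RVE7, MYC2, BZIP28, HSFB2B, AGL19, RVE1, RGL3 and HSFB2A. All 8 were higher in both comparisons, 7 as DEGs in WT HS plants and 5 as DEGs in NS 35S:HSFA1b plants. Under adjustment over the 8 genes alone, all 8 passed in both, for a list drawn from these data. RVE1 was at 5.13 ± 0.843 FPKM in NS WT, 12.1 ± 0.882 FPKM in NS 35S:HSFA1b and 17.2 ± 0.378 FPKM in HS WT plants (SD, n = 3 each). HSFB2B was at 5.57 ± 0.76, 22.9 ± 1.6 and 104 ± 8.19 FPKM (SD, n = 3 each). BZIP28 had a log2 fold change of 0.66 in NS 35S:HSFA1b (standard error 0.16, limma adjusted p = 0.039) and of 2.43 in HS WT plants (standard error 0.16, limma adjusted p = 1e-05). MYC2, AGL19 and RGL3 had log2 fold changes of 1.18, 0.92 and 1.13 in NS 35S:HSFA1b plants with limma adjusted p of 0.069, 0.071 and 0.12. RGL3 was near the expression filter, at 1.04 ± 0.448 FPKM (SD, n = 3) in NS WT plants, and its limma adjusted p under HS was 0.053. RVE7 aligns with AT3G10113 over 615 bp at 99.837% identity, and MYC2 is overlapped over 3241 bp by AT1G32630 on the opposite strand, so both are uncertain. RVE1 and HSFB2B overlap genes on the opposite strand by 225 bp and by up to 352 bp.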

Eight of these genes have effects on growth and development (Fig. 5A; Kuno *et al.*, 2003; Achard *et al.*, 2008; Kolmos *et al.*, 2014; Wunderlich *et al.*, 2014; Kang *et al.*, 2015; Xu *et al.*, 2015; Valenzuela *et al.*, 2016). A selection of seven development-associated TF genes directly regulated by HSFA1b were tested for altered expression in NS and HS qKO plants compared with their parental genotypes (Liu *et al.*, 2011). In all examples, the expression of these genes was down-regulated in qKO plants compared with at least one parental genotype under NS and/or HS conditions (Fig. 5B), confirming their regulation by clade A1 HSFs (see also Fig. 6C).

**Fig. 5.**
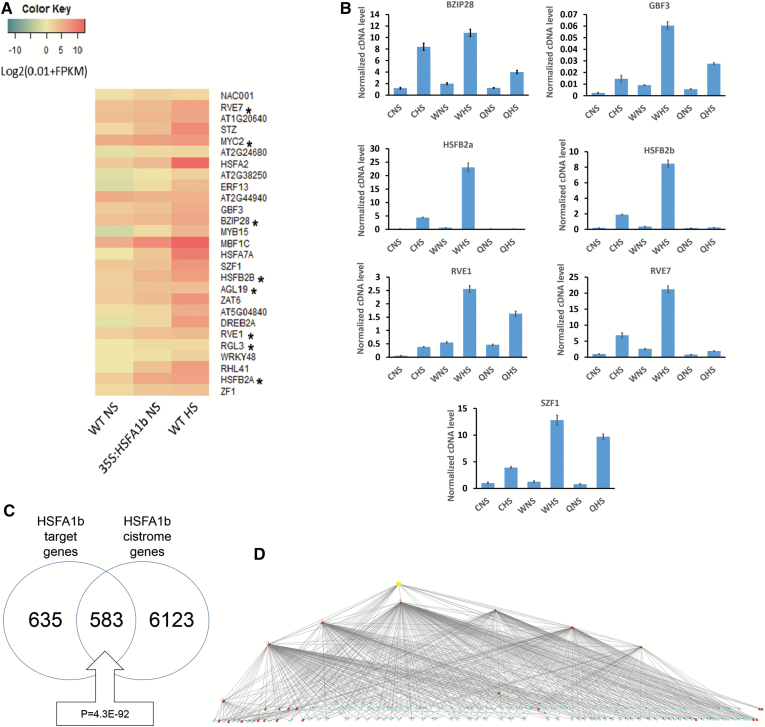
HSFA1b can indirectly control expression through its regulation of TF gene expression. (A) Heat map comparing normalized FPKM values for 28 TF genes bound by HSFA1b and differentially expressed in 35S:HSFA1b and WT HS plants. Asterisks (*) indicate development-associated TF genes. (B) Confirmation of the regulation of selected TF genes by clade A1 HSF genes. Quantitative real-time RT–PCR was conducted on RNA from qKO rosettes under NS and HS in comparison with its parental genotypes Col-0 (C) and Ws-0 (W). The suffixes ‘a’ and ‘b’ are where the qKO mutant shows a significant difference (*P*<0.05) under the same conditions (NS or HS) from Col-0 and Ws-0, respectively. (C) Venn diagram showing the overlap between HSFA1b target genes scored from the ChIP-seq data (Supplementary Data S1) and the target genes bound by HSFA1b (HSF3) from the Arabidopsis Cistrome Atlas (http://neomorph.salk.edu/dev/pages/shhuang/dap_web/pages/index.php). The boxed callout number is the *P*-value for the significance of the overlap between the two data sets (hypergeometric distribution test). (D) An overview of a Cytoscape-generated HSFA1b hierarchical TF gene network using the data outputs from the Cistrome Atlas with the ChIP-seq and RNA-seq data from this study. The yellow node is HSFA1b, red nodes are TF genes bound by HSFA1b, and blue nodes are differentially expressed TF genes that respond to HS and HSFA1b overexpression, are not bound by HSFA1b, but are scored as binding to the red node TFs. An interactive version of this network is available as an interactive file (Supplementary Cytoscape File S1).

**Fig. 6.**
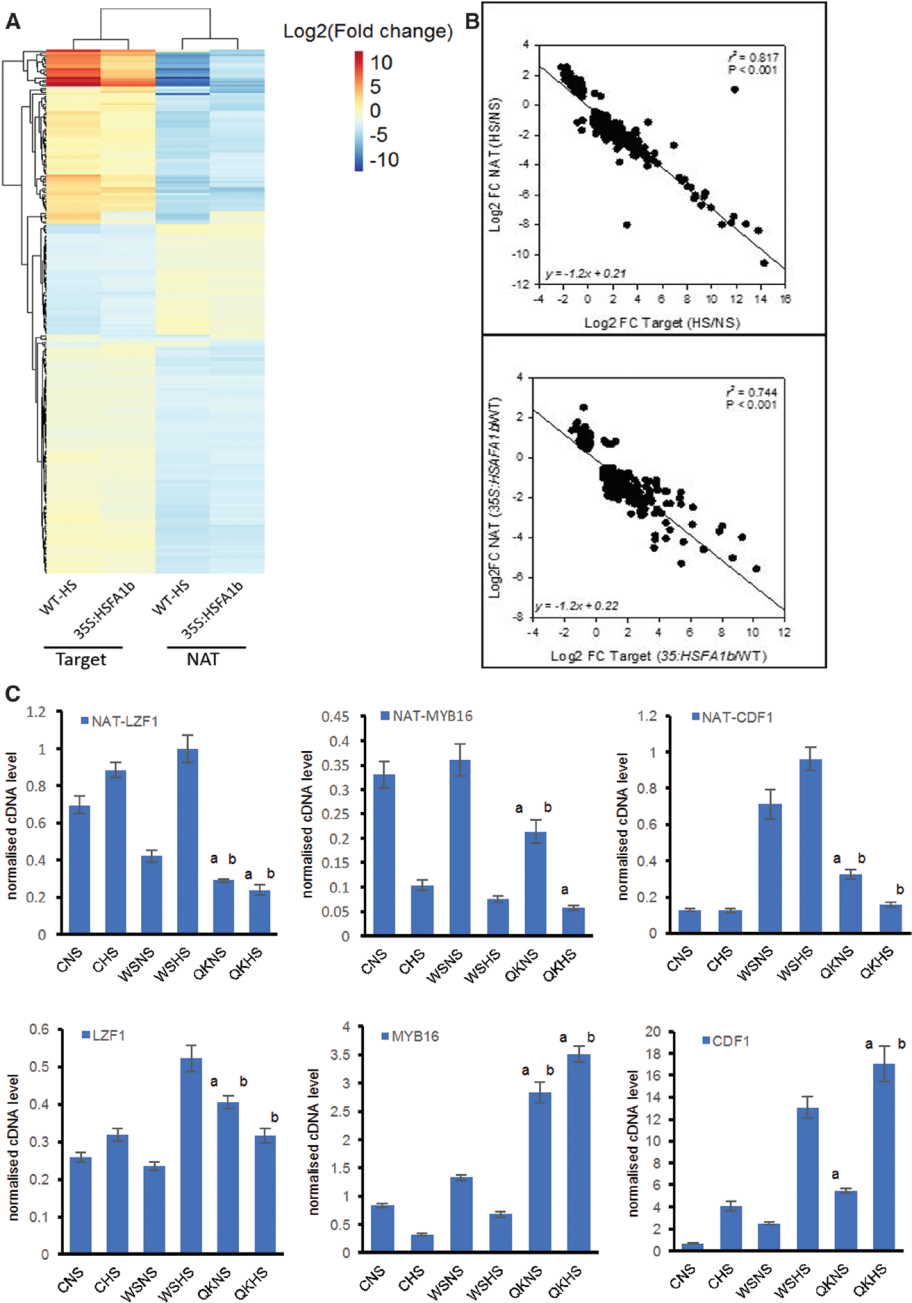
HSFA1b regulates expression of *cis*NAT genes and their target sense genes. (A) Heat map showing differentially expressed *cis*NAT genes and their putative sense targets in WT plants in HS compared with NS and in 35S:HSFA1b NS plants compared with WT NS plants. (B) Linear correlation plots showing the relationship between *cis*NAT and sense target transcript abundance for WT plants subjected to HS compared with NS (top panel) and for 35S:HSFA1b NS plants compared with WT NS plants (bottom panel). (C) Transcript levels determined by qPCR of selected *cis*NAT genes and their TF gene sense target in HS and NS qKO plants compared with their parental genotypes as in the legend of Fig. 5B. The suffixes ‘a’ and ‘b’ are where the qKO mutant shows a significant difference (*P*<0.05) under the same conditions (NS or HS) from Col-0 (C) and Ws-0 (W) respectively.

*HSFA1b* and eight of its direct TF gene targets, *BASIC LEUCINE ZIPPER28* (*BZIP28*), *REVIELLE7* (*RVE7*), *SALT INDUCED ZINC FINGER1* (*SZF1*), *HSFB2b*, *G-BOX BINDING FACTOR3* (*GBF3*), *HSFB2a*, *RVE1*, and *ETHYLENE RESPONSE FACTOR13* (*ERF13*; Fig. 5A) are represented in the Arabidopsis Cistrome Atlas (O’Malley *et al.*, 2016). The Cistrome Atlas is a database of genome-wide TF-binding sites experimentally determined by DNA affinity purification sequencing (DAP-seq) (O’Malley *et al.*, 2016). Cistrome-generated binding data for HSFA1b showed a highly significant overlap, capturing 48% of the sites determined by ChIP-seq (Fig. 5C). To determine if the eight directly HSFA1b-regulated TFs connect to further TF genes, all differentially expressed TF gene targets of these eight TFs were collected. These were classified into those connecting to at least one of the eight directly HSFA1b-regulated TF genes, those also targeted directly by HSFA1b, and, finally, those also connecting to other indirectly *HSFA1b*-regulated TF genes in the data set. The resulting hierarchical network of direct interactions between TF genes consists of 183 nodes and 546 edges, the top node being HSFA1b because it has no inward connections (Fig. 5D). The network model visually demonstrates that HSFA1b is capable of indirectly regulating gene expression by acting upon the expression of other TF genes at least one or two steps removed from a direct interaction with it. While this paper was being written, a limited ChIP-seq data set became available for BZIP28 (Zhang *et al.*, 2017). Of the 133 BZIP28 target genes in seedlings subject to tunicamycin treatment (see the Discussion), 29 were differentially expressed in 35S:HSFA1b NS leaves, resulting in a simple illustrative network of indirect regulation of the transcript levels of these genes by HSFA1b via BZIP28 (Supplementary Fig. S6 at *JXB* online.

Indirect regulation of gene expression by HSFA1b could also occur via its interactions with 817 *cis*NAT genes under NS and/or HS conditions (Table 1; Fig. 2D–F; Supplementary Data S1). 

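The FPKM table lists annotated loci, and the transcripts that the paper predicted from its reads are not among them. By the RefSeq annotation of TAIR10.1, 243 pairs of an antisense non-coding gene and an overlapping protein-coding gene have both members in the table. In these pairs 9 antisense genes are themselves features of a HSFA1b binding site. Of the 7 that passed the expression filter, 1 was a DEG in WT HS plants (AT4G39838; log2 fold change -1.10, standard error 0.38, limma adjusted p = 0.044) and 0 were DEGs in NS 35S:HSFA1b plants. Among all 116 antisense genes tested, bound or not, 34 were DEGs in WT HS and 2 in NS 35S:HSFA1b plants. These values are uncertain, because antisense reads are told from sense reads only where the counting used strand.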

RNA-seq data revealed that 413 of these *cis*NAT genes were differentially expressed in HS WT plants and/or 35S:HSFA1b NS plants (Fig. 6A). These NAT transcripts correspond to 357 putative sense target loci (Supplementary Data S8). GO classification of the *cis*NAT target genes revealed enrichment only for stress-associated functions (Supplementary Data S8). However, the only significantly enriched GO Molecular Function class was for 39 gene targets coding for transcription regulators [false discovery rate (FDR) ≤0.1; Supplementary Data S8]. Of these, eight [*LIGHT REGULATED ZINC FINGER PROTEIN1* (*LZF1*), *RELATED TO AP2.7* (*RAP2.7*), *ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN56* (*ANAC056*), *ANAC078*, *ANAC083*, *HOMEOBOX PROTEIN2* (*HB2*), *MYB DOMAIN CONTAINING PROTEIN16* (*MYB16*),and *CYCLING DOF FACTOR1* (*CDF1*)] have development-associated functions (Supplementary Table S1). 

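All 8 of these sense targets were DEGs in WT HS plants, 4 up-regulated (LZF1, ANAC078, HB2 and CDF1) and 4 down-regulated (RAP2.7, ANAC056, ANAC083 and MYB16). LZF1 rose from 13.6 ± 0.978 to 57.5 ± 11 FPKM (SD, n = 3), a log2 fold change of 2.07 (standard error 0.13, limma adjusted p = 7.6e-06), and RAP2.7 had a log2 fold change of -1.44 (standard error 0.10, limma adjusted p = 1.8e-05). LZF1 was the only DEG among them in NS 35S:HSFA1b plants, at 26.6 ± 1.59 FPKM (SD, n = 3; log2 fold change 0.97, standard error 0.13, limma adjusted p = 0.0027). It also was the only one when p was adjusted over the 8 genes alone. In the fit to the 2 compared groups alone ANAC083 and MYB16 passed as well, with log2 fold changes of -0.38 and -0.45 (limma adjusted p = 0.0282 and 0.0462). HB2 was at 8.83 ± 1.86 FPKM (SD, n = 3) in NS WT and 8.72 ± 0.368 FPKM (SD, n = 3) in NS 35S:HSFA1b plants, a log2 fold change of 0.00. ANAC078 and ANAC083 overlap genes on the opposite strand by up to 375 bp and by 306 bp.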

There was a high negative correlation between the differential levels of HS- and 35S HSFA1b-responsive NAT RNAs and the transcript levels of their overlapping sense targets (Fig. 6A, B). 

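Among the annotated antisense and sense pairs, 15 have at least 1 member bound by HSFA1b, and both members passed the expression filter in 11 of these. Unlike the paper's pairs, they were not selected for a changed antisense gene. In WT HS plants the log2 fold changes of antisense and sense gene had opposite signs in 5 of the 11 pairs (45.5%). Across the 11 pairs Pearson's r between the changes was 0.458 (permutation test, two-sided p = 0.158) and Spearman's rho was 0.291. In NS 35S:HSFA1b plants 4 of the 11 pairs had opposite signs and r was 0.194 (permutation p = 0.502). Over all 92 tested pairs, bound or not, 40 (43.5%) changed in opposite directions under HS, with r = 0.347 (permutation p = 0.00141) and rho = 0.2, and in NS 35S:HSFA1b plants r over these pairs was 0.0205 (permutation p = 0.841) and rho was -0.018. Both members were past the threshold in 18 of these pairs, 5 of which had opposite signs. Pairs are not independent replicates, and reads assigned without strand to both members of a pair would make their changes alike. Table 2 lists both members of the bound pair of HSFC1 (AT3G24520) and AT3G24518, which is antisense to it over 1808 bp of chromosome 3. AT3G24518 stood at 4.48 ± 0.868 FPKM in NS and 4.46 ± 0.51 FPKM in HS WT plants (SD, n = 3 each), while HSFC1 rose from 9.5 ± 2.13 to 15 ± 0.44 FPKM (SD, n = 3 each), a log2 fold change of 0.68 (limma adjusted p = 0.014).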

Reciprocal differential levels between at least one WT genotype and qKO of selected NAT antisense and their sense cognate transcripts under NS and/or HS were also observed (Fig. 6C).

### HSFA1b is one of eight TFs that regulate a common set of stress and developmental genes

The TF networks depicted (Fig. 5D; Supplementary Fig. S6) do not consider any convergence of signalling from other networks. To determine how HSFA1b could co-operate with other TFs, we searched for enriched TF-binding motifs present within the HSFA1b ChIP-seq peaks (see the Materials and methods). As expected, a consensus heat shock *cis*-element (HSE) was identified from these enriched peak sequences (Fig. 7A). Reported variant HSEs, such as gapped HSEs (Guo *et al.*, 2008) and HSE1b motifs (Bechtold *et al.*, 2013, were not detected. Likewise, TC-rich elements and STRE motifs bound by HSFA1a *in vitro* (Guo *et al.*, 2008) were absent from the data set. In addition, four significantly over-represented conserved known motifs were identified in both the NS and HS data sets (Fig. 7A). These were the G-box motif, recognized by various TFs, including BZIP, BASIC HELIX LOOP HELIX (BHLH), and PSEUDO RESPONSE REGULATOR (PRR) TFs (Chawade *et al.*, 2007; Nakamichi *et al.*, 2012), the CArG element bound by MADS-box TFs (Moyroud *et al.*, 2011), the recognition motif of the LEAFY (LFY) TF (Pajoro *et al.*, 2014), and the Unfolded Protein Responsive Element (UPRE) (Martínez and Crispeels, 2003).

**Fig. 7.**
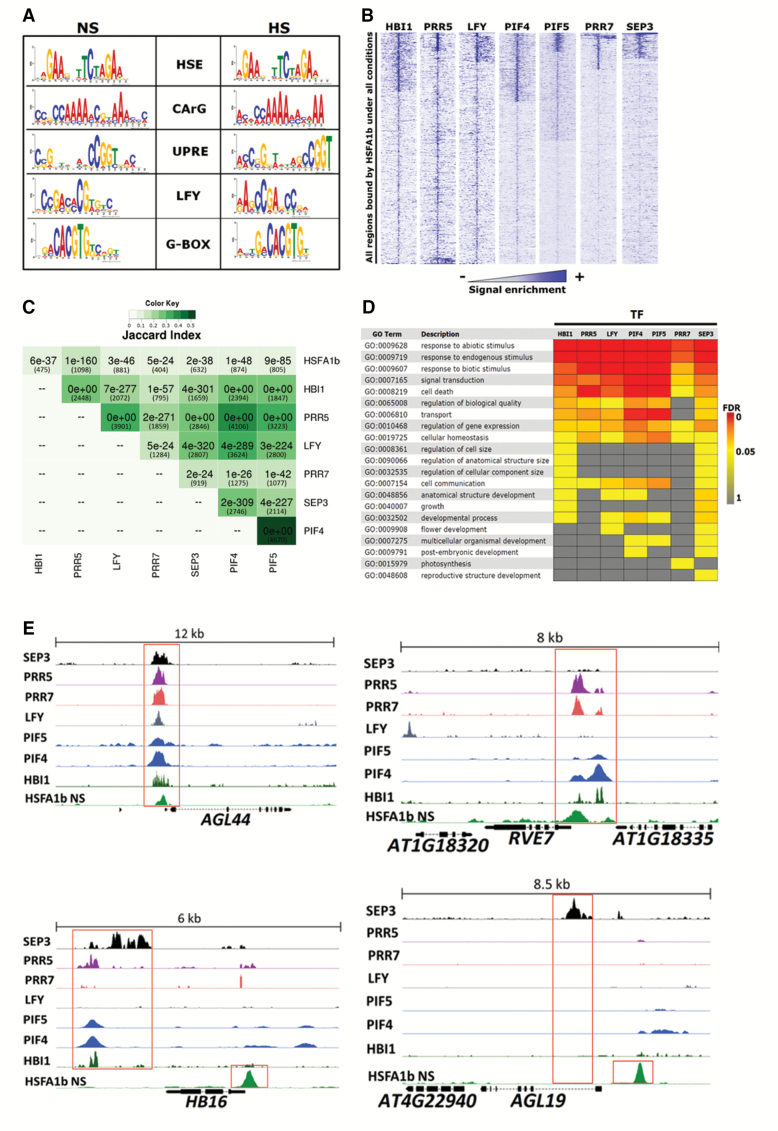
Seven TFs co-ordinate with HSFA1b. (A) All significant motifs within HSFA1b peaks discovered by MEME (*P*<0.0001) in the NS and HS data sets. (B) Density heat maps showing enrichment of ChIP-seq signals of the seven TFs on 10 kb around the regions bound by HSFA1b. (C) Combined Jaccard index and pHYPER correlation matrix showing the significance of overlaps between the target genes of the seven TFs and HSFA1b under NS conditions only. Numbers of genes in each overlap are in parentheses. (D) GO Slim analysis comparing the enriched Biological Proess terms of the common targets between HSFA1b and the other seven TFs. (E) Genome browser view of normalized ChIP-seq tags from the ChIP-seq data of the eight TFs showing examples of target genes bound by HSFA1b and up to seven other TFs.

Published ChIP-seq data from seven TFs known to bind to the co-occurring motifs significantly overlapped with HSFA1b target regions under NS and HS (Fig. 7B, Supplementary Data S9; see the Materials and methods). The TFs were HOMOLOG OF BEE2 INTERACTING WITH IBH1 (HBI1; a BHLH TF; Fan *et al.*, 2014), LFY (Pajoro *et al.*, 2014), SEPALLATA3 (SEP3; a MADS-box TF; Pajoro *et al.*, 2014), PHYTOCHROME INTERACTING FACTOR4 (PIF4) and PIF5 (BHLH TFs; Pedmale *et al.*, 2016), PRR5, and PRR7. Furthermore, there was considerable overlap in target genes not only between HSFA1b and the seven TFs but also between the seven TFs (Fig. 7C; Supplementary Data S9), examples of which are shown in Fig. 7E. Since the published ChIP-seq data sets were from NS plants, we scored for co-occurrence of the seven TF motifs only in Groups I and II (i.e. under NS conditions; Supplementary Data S9). In Group I genomic features, shared sites were between 3% and 6.4% and in Group II between 15.5% and 27.8%.

The target genes shared between HSFA1b and each of the seven TFs (Supplementary Data S9) showed significant enrichment of GO terms for response to stress and endogenous stimuli (Fig. 7D; Supplementary Data S10). Also, apart from the PRR TFs, there was significant enrichment of GO terms for developmental processes (Fig. 7D; Supplementary Data S10). 

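HBI1, PRR7, PIF5 and PIF4 passed the expression filter. In WT HS plants HBI1 had a log2 fold change of -0.99 (standard error 0.26, limma adjusted p = 0.014), PRR7 of 1.41 (standard error 0.09, limma adjusted p = 8.9e-06) and PIF5 of -0.76 (standard error 0.09, limma adjusted p = 0.00024). PIF4 rose from 80.9 ± 0.62 to 102 ± 4.45 FPKM (SD, n = 3), a log2 fold change of 0.34 (standard error 0.08, limma adjusted p = 0.0082). The change of PIF4 depended on the scaling of the columns, since after quantile normalization its log2 fold change was -0.01 (limma adjusted p = 0.961). None of the 4 was a DEG in NS 35S:HSFA1b plants, with log2 fold changes between -0.30 and 0.20 and limma adjusted p from 0.063 to 0.56, but PIF5 passed in the fit to all 4 groups (limma adjusted p = 0.0367). With p adjusted over these 4 genes alone, 1 of them passed. PRR5, LFY and SEP3 were below the filter. PRR5 was at 0.224 ± 0.0963 FPKM in NS and 1.04 ± 0.149 FPKM in HS WT plants (SD, n = 3 each). When genes with an FPKM above 0 in at least 1 column were tested, PRR5 had a log2 fold change of 2.23 under HS (limma adjusted p = 0.0029) and 0.44 in NS 35S:HSFA1b plants (limma adjusted p = 0.55). LFY was listed at 0 in every HS WT column and SEP3 did not exceed 0.269 FPKM in any of the 9 columns, so changes in them were not detectable at this level.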

The expression of *PRR5*, *HBI1*, *PRR7*, and *PIF5* was responsive to HS (*q*=0.0003) but not to *HSFA1b* overexpression (Supplementary Data S3), while *PIF4*, *LFY*, and *SEP3* were responsive to neither HS nor overexpression of *HSFA1b*. There are 76 targets for all eight TFs, of which 15 are associated with developmental processes (Table 2). 

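Of the 76 loci of Table 2, 65 passed the expression filter. In WT HS plants 41 were DEGs, 30 up-regulated and 11 down-regulated. In NS 35S:HSFA1b plants 11 were DEGs, 7 up and 4 down, and 8 loci were DEGs in both. Adjusted over the loci of Table 2 alone, 43 and 13 passed, for a list selected by binding and not by expression. Among the 38 loci that Table 2 prints in italics, 34 were DEGs in WT HS plants, as were 7 loci without italics. Of the 18 loci printed in bold, 8 were DEGs in NS 35S:HSFA1b plants. The note to Table 2 explains bold by overexpression under NS and HS, so some of these loci may have been marked for HS. Of all loci of Table 2, between 6 and 17 were DEGs in NS 35S:HSFA1b plants when each column was left out in turn.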

Thirty-nine of these (including 10 developmental genes) responded to HS, and 18 (including two developmental genes) showed significant changes in transcript abundance in response to *HSFA1b* overexpression (Table 2; Supplementary Data S3).

**Table 2.** Target genes common to HSFA1b (NS and HS), PRR5, PRR7, HBI1, LFY, SEP3, PIF4, and PIF5

Locus	Gene symbol	Locus	Gene symbol	Locus	Gene symbol
*AT1G05370*	AT1G05370	AT2G45820	AT2G45820	AT4G28230	AT4G28230
AT1G07580	AT1G07580	*AT2G45960*	PIP1B	AT4G37260	MYB73
AT1G13245	RTFL17	*AT3G10985*	SAG20	AT4G39838	AT4G39838
**AT1G13250**	GATL3	AT3G11415	AT3G11415	**AT5G01600**	FER1
*AT1G14920*	GAI	AT3G11700	FLA18	AT5G08139	AT5G08139
AT1G17990	AT1G17990	*AT3G14440*	NCED3	***AT5G11740***	AGP15
*AT1G18740*	AT1G18740	AT3G15200	AT3G15200	***AT5G13100***	AT5G13100
*AT1G21380*	AT1G21380	*AT3G15210*	ERF4	***AT5G21940***	AT5G21940
***AT1G29640***	AT1G29640	***AT3G15770***	AT3G15770	*AT5G22940*	F8H
***AT1G32640***	MYC2	AT3G15790	MBD11	**AT5G24530**	DMR6
***AT1G32920***	AT1G32920	*AT3G16240*	DELTA-TIP	AT5G25220	KNAT3
**AT1G72450**	JAZ6	AT3G22380	TIC	***AT5G47220***	ERF2
**AT1G77280**	AT1G77280	AT3G24518	AT3G24518	AT5G47225	AT5G47225
*AT1G78070*	AT1G78070	*AT3G24520*	HSFC1	*AT5G48250*	BBX8
AT1G80440	AT1G80440	***AT3G49790***	AT3G49790	***AT5G49520***	WRKY48
AT2G14210	AGL44	AT3G50750	BEH1	*AT5G53400*	BOB1
AT2G22426	AT2G22426	*AT3G59060*	PIL6	*AT5G57660*	COL5
*AT2G23290*	MYB70	AT3G59940	AT3G59940	***AT5G58070***	TIL
*AT2G23430*	ICK1	AT4G00360	CYP86A2	AT5G60680	AT5G60680
*AT2G28550*	RAP2.7	*AT4G01250*	WRKY22	AT5G61970	AT5G61970
**AT2G29660**	AT2G29660	AT4G01720	WRKY47	AT5G62000	ARF2
AT2G41890	AT2G41890	*AT4G23630*	BTI1	***AT5G62430***	CDF1
AT2G41900	OXS2	*AT4G26700*	FIM1	AT5G65305	AT5G65305
*AT2G41940*	ZFP8	*AT4G27260*	WES1	*AT5G67300*	MYBR1
AT2G44810	DAD1	AT4G27510	AT4G27510	*AT5G67420*	LBD37
AT2G45660	AGL20				

Summary of genes responsive to *HSFA1b* overexpression under NS and HS (bold) and HS in the WT (italics) are from Supplementary Data S3 (*q*≤0.05). Underlined loci are developmental genes.

## Discussion

### *HSFA1b* regulates growth- and development-associated genes as well as stress resistance genes

Genome-wide binding and transcript profiling has shown how *HSFA1b* directly and indirectly regulates the expression of genes coding for resistance to abiotic and biotic stress (Figs 1C, 3C, 4C; Supplementary Data S2, S5, S6). This is consistent with previous studies and confirms that both WT and *HSFA1b*-overexpressing plants in this study responded typically to this moderate HS treatment (Prändl *et al.*, 1998; Guo *et al.*, 2008; Chauhan *et al.*, 2011; Nishizawa-Yokoi *et al.*, 2011; Bechtold *et al.*, 2013; Jung *et al.*, 2013; Guo *et al.*, 2016; Jacob *et al.*, 2017).

HSFA1b also targets and influences the expression of up to 354 genes involved in plant growth and development (Figs 1C, 3C, 4C; Supplementary Data S2, S5, S6; Supplementary Table S1). The molecular functions of these genes are very diverse (Figs 1C, 3C, 4C, 5A; Table 2; Supplementary Table S1; Supplementary Data S2, S5–S7; S10). These range from cell integrity-associated chaperones engaged in chloroplast development, hormone metabolism (auxins and brassinosteroids), photoreceptors, components of photomorphogenesis signalling, cell wall synthesis enzymes, development-associated TFs, and to the defective alleles of genes associated with growth and development phenotypes (Supplementary Table S1). Therefore, we could not identify a discrete group of genes that would explain the phenotypic effects of *HSFA1b* overexpression or the effect of a moderate HS on growth of WT plants. Instead, our data show that many genes of diverse function are affected. We suggest that the wide-ranging but subtle effects that moderate HS and *HSFA1b* overexpression has on plant growth (Supplementary Figs S3, S5A–D; Bechtold *et al.*, 2013) is the net consequence of this effect upon widely diverse cellular functions.

### Reconfiguration of HSFA1b genome-wide binding going from NS to HS

There was a clear difference in HSFA1b binding profiles to genomic regions under HS and NS conditions such that three groups (I–III) could be distinguished (Figs 1A, B, D, E; Supplementary Data S1). Therefore, within the first 30 min of HS, HSFA1b ceases to engage with 124 of these genes (Group I) that are predominantly associated with growth and development functions and targets 553 protein-coding genes (Group III) of which a substantial number are associated with defence against environmental stress (Supplementary Data S2). Group II HSFA1b target genes, bound under both conditions, have enrichment for GO terms in both stress responses and growth and development (Supplementary Data S2). It has been previously shown that there is a substantial genome-wide shift in the distribution of open chromatin in transitioning from NS to HS, which changes accessibility of HSEs (Sullivan *et al.*, 2014). This suggests that this re-configuration of HSFA1b binding targets is associated with a distinct distribution of genome-wide DNase I-hypersensitive sites (Supplementary Fig. S4).

### The indirect regulation of gene expression by *HSFA1b* through a network of TF genes

Of the 2121 genes that show differential transcript levels in HS-exposed WT and 35S:HSFA1b plants under NS, 84% were not targets for HSFA1b binding (Supplementary Data S1, S3). Such genes were classified as indirectly regulated by HSFA1b and include 281 development-associated genes (Supplementary Data S6, S7). Therefore, *HSFA1b* could exert its influence over stress defence and growth-associated processes through an extensive transcriptional regulatory network. 

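Of the genes that were DEGs in both HS WT and NS 35S:HSFA1b plants, 79.9% had no HSFA1b binding site assigned to them in Supplementary Data S1. The percentage was 64.3% at an adjusted p of at most 0.01, 65% with an absolute log2 fold change of at least 1 and 82.6% with all 4 groups in 1 fit, and it ran from 67.6% to 81.6% with each column left out in turn.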

We depicted this network as hierarchical because *HSFA1b* transcript levels do not vary substantially in response to environmental stress (Nishizawa *et al.*, 2006; Swindell *et al.*, 2007; Bechtold *et al.*, 2013; Sullivan *et al.*, 2014). This is in contrast to the transcriptional regulation of all the other TF genes considered here. 

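In the deposited RNA-seq data HSFA1b rose from the NS level given above for WT plants to 6.68 ± 0.578 FPKM (SD, n = 3) under HS, a log2 fold change of 0.83 (standard error 0.19, limma adjusted p = 0.0074). Every HS column was above every NS column, for which the smallest exact permutation p is 0.1. The change stayed between 0.69 and 1.00 with each column left out in turn. Of the other clade A1 genes, HSFA1a had a log2 fold change of -0.11 (standard error 0.16, limma adjusted p = 0.62), HSFA1d of 1.48 (standard error 0.15, limma adjusted p = 0.00015) and HSFA1e of 1.47 (standard error 0.37, limma adjusted p = 0.013). HSFA1e was low, at 1.29 ± 0.373 FPKM (SD, n = 3) in NS plants. None of the 4 genes is a feature of a HSFA1b binding site in Supplementary Data S1.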

We identified 27 TF genes that were direct targets of HSFA1b that showed differential expression in response to HS in WT plants, overexpression of *HSFA1b*, and, for a sample of seven of them, altered expression in the qKO mutant (Fig. 5A, B). The regulation by HSFA1b of the expression of these many TF genes implies considerable complexity even in a network only one step removed from direct regulation and shows how large such networks could be (Fig. 5D; Supplementary Cytoscape File S1). However, the TF binding data from the Cistrome Atlas used to generate the network overestimates the number of binding events that would occur *in vivo*, which is the case for HSFA1b (Fig. 5C). Furthermore, for some TF families this assay does not work (O’Malley *et al.*, 2016). Nevertheless, despite these limitations, the resulting network clearly depicts the potential for layers of indirect regulation of gene expression by HSFA1b. The recent availability of a ChIP-seq data set for BZIP28 (Fig. 5A; Zhang *et al.*, 2017) from seedlings undergoing a tunicamycin-induced unfolded protein response (UPR) confirmed this notion of indirect regulation by HSFA1b of other TF genes (Supplementary Fig. S6).

A potentially confounding factor in the classification of direct and indirect regulation of gene expression by *HSFA1b* is the reliance upon 35S:HSFA1b plants under NS conditions. However, the 50-fold *HSFA1b* overexpression in the 35S:HSFA1b line chosen (Supplementary Data S3; Supplementary Fig. S1; Bechtold *et al.*, 2013) did not alter transcript levels over and above the levels encountered in WT plants subject to HS (Fig. 4A). Nevertheless, 28% of DEGs in the 35S:HSFA1b plants were not responsive to HS (see the Results and Supplementary Data S3). This is to be expected since *HSFA1b* does control responses to stresses other than HS. These include resistance to infection by *Pseudomonas syringae* and the oomycete *Hyaloperonospora arabidopsidis*, oxidative stress, high light stress, and drought stress (Bechtold *et al.*, 2013; Jung *et al.*, 2013). Therefore, not all genes whose expression is altered in 35S:HSFA1b plants would necessarily be expected to respond to HS in WT plants. However, we cannot rule out that some genes are aberrantly expressed because of high *HSFA1b* overexpression levels, although some surety was also provided by confirming altered responses of selected genes in the qKO mutants (Fig. 5B; see the Results).

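Including 15 HSP genes of Fig. 4A, 811 genes were up-regulated both in NS 35S:HSFA1b and in HS WT plants. Of these, 371 were lower in NS 35S:HSFA1b than in HS WT plants past the threshold and 52 were higher. Over all 1084 genes up-regulated in NS 35S:HSFA1b plants, 256 were higher there than in HS WT plants past the threshold. Among genes named above, AT1G64195 was listed at 0 in every HS WT column and at 9.05, 16.4 and 3.64 FPKM in NS 35S:HSFA1b plants, a difference past the threshold (limma adjusted p = 0.0023). AT1G07500 had a mean of 40.6 FPKM in NS 35S:HSFA1b and 17.5 FPKM in HS WT plants, with overlapping columns (limma adjusted p = 0.5). NAC001 had the higher mean in NS 35S:HSFA1b plants (4.73 ± 0.352 FPKM) than in HS WT plants (3.16 ± 1.27 FPKM; SD, n = 3 each), a difference that did not pass the threshold (log2 fold change 0.66, standard error 0.33, limma adjusted p = 0.15).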

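In the deposited values 549 of the DEGs of NS 35S:HSFA1b plants (31.7%) were not DEGs in WT HS plants. Of these, 102 had an unadjusted p under 0.05 for the change under HS. Since both comparisons use the same NS WT plants, the difference of the effects is that between NS 35S:HSFA1b and HS WT plants. It passed the threshold in 421 of the 549, and for the remaining genes a different effect was not shown. The 549 genes were selected on the same NS 35S:HSFA1b and HS WT columns, which raises this number. Library submission could give the same pattern, so the 421 genes are not shown to respond to HSFA1b itself.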

### *HSFA1b* control of *cis*NAT gene expression

Genome-wide binding of HSFA1b showed a preference for binding internal to or downstream of the TSS of protein-coding genomic loci under NS conditions and less so under HS (Fig. 1D, E). This was associated with HSFA1b targeting 817 *cis*NAT RNA genes and 79 lincRNA genes (Supplementary Data S1), and 51% of these were differentially expressed under HS and/or in 35S:HSFA1b plants (Table 1; Supplementary Data S8). In general, lincRNA levels are differentially regulated in response to abiotic and biotic stress, and *cis*NAT RNAs form 10–30% of the total non-coding RNA complement (Liu *et al.*, 2012, 2015*a*, *b*; Yu *et al.*, 2013; Wang *et al.*, 2014; Ariel *et al.*, 2015; Bouchard *et al.*, 2015; Muthusamy *et al.*, 2015; Shafiq *et al.*, 2016). In contrast, the fact that *HSFA1b* regulates the expression of many more *cis*NAT genes than lincRNA genes suggests that it specifically targets them for regulation (Table 1; Supplementary Data S1, S8). This greatly extends observations made on the regulation of *HSFB2a* and its *asHSFB2a cis*NAT gene, which show reciprocal transcript levels (Wunderlich *et al.*, 2014) and is termed discordant expression (Wang *et al.*, 2014). From the transcriptomics analysis of the 412 HS- and HSFA1b-regulated *cis*NATs, >98% of them and their partner sense transcript showed discordant expression (Fig. 6A, B; Supplementary Data S8), contrasting with de-etiolating seedlings where ~55% showed this pattern (Wang *et al.*, 2014). Indirect regulation by *HSFA1b* of gene expression could occur via its direct regulation of *cis*NAT RNA levels and the eventual silencing (si)RNAs generated from them. However, in de-etiolating Arabidopsis seedlings, siRNAs play no role in the light regulation of *cis*NAT–target gene pairs (Wang *et al.*, 2014). Instead, a correlation was noted between *cis*NAT gene expression and histone H3 acetylation in dark and light conditions. Acetylation of histones is mediated by non-coding RNAs (Groen and Morris, 2013; Wang *et al.*, 2014) and, in animals, is co-ordinated with that of HSFs (Erkina and Erkine, 2006; Petesch and Lis, 2008; Akerfelt *et al.*, 2010; Guertin and Lis, 2010). We speculate that the same could happen in plant cells undergoing a transition from NS to HS and could be how co-ordinated changes in chromatin condensation and HSFA1b binding occur (Supplementary Fig. S4). In addition, *cis*NATs have been shown to enhance translation of the target mRNA (Jabnoune *et al.*, 2013; Bazin *et al.*, 2017). Therefore, the HSFA1b-mediated control of *cis*NAT gene expression may lead to altered translation of specific transcripts under HS conditions.

### HSFA1b is one route for the transmission of environmental cues to a core set of stress-responsive and development-associated genes

In Arabidopsis, genomic regions are occupied by multiple TFs and enriched for genes involved in development and stimulus responses (Heyndrickx *et al.*, 2014). The notion of co-operation with other TFs is supported by the clear enrichment of co-occurring binding motifs in promoter regions of HSFA1b-bound genes under NS and HS conditions (Fig. 7A). In the ChIP-seq data sets available to us from NS plants, we compared them with our NP:HSFA1b NS data only. This revealed 76 gene targets common to the eight TFs (Fig. 7B, C, E; Supplementary Data S9). These eight TF genes have all been implicated in the control of growth and development and responses to environmental stress. For example, HBI1 is important in poising plants between growth and the level of immunity to pathogens (Fan *et al.*, 2014). PRR5, PRR7, PIF4, PIF5, LFY, and SEP3 regulate genes responsive to cold stress, oxidative stress, light quality, and photoperiod, as well as playing developmental roles (Moyroud *et al.*, 2011; Nakamichi *et al.*, 2012; Pajoro *et al.*, 2014; Pedmale *et al.*, 2016). We suggest that HSFA1b is one of at least eight and probably many more TFs that transduce a variety of endogenous and environmental signals controlling different combinations of genes drawn from a core group of development- and stress-associated genes that control the plant’s multiple physiological responses to the highly variable environment it encounters.

## Supplementary data

Supplementary data are available at *JXB* online.

Methodology. A detailed step-by-step protocol for the preparation of ChIP-seq samples from Arabidopsis leaves.

Fig. S1. Properties of the HSFA1b–eYFP line used for ChIP-seq.

Fig. S2. Time series qRT-PCR results comparing the activation time of four heat-responsive genes.

Fig. S3. The impact of heat stress on growth of Arabidopsis shoots.

Fig. S4. The degree of overlap between Groups I–III HSFA1b target genes and the nearest transcription start site (TSS) loci in genome-mapped DNase I-hypersensitive sites.

Fig. S5. Phenotype of *35S:HSFA1b* plants compared with Col-0.

Fig. S6. Hierarchical network showing interaction between HSFA1b and BZIP28.

Table S1. Experimentally confirmed developmental genes bound by HSFA1b

Table S2. Primers used in the qPCR analyses.

Data S1. All genomic sites bound by HSFA1b under NS and HS

Data S2. Significant GO terms of HSFA1b target genes in Groups I, II, and III.

Data S3. All differentially expressed genes in WT HS versus WT NS, 35S:HSFA1b versus WT NS, and 35S:HSFA1b versus WT HS.

Data S4. Expression of all Group I, II, and III genes in WT HS compared with WT NS.

Data S5. All significant GO terms of up-regulated and down-regulated Group I, II, and III genes in response to HS.

Data S6. All significant GO terms of up- and down-regulated Group I, II, and III genes in 35S:HSFA1b NS.

Data S7. Genes whose expression is indirectly regulated by HSFA1b.

Data S8. Target genomic loci and their *cis*NAT RNAs that show differential expression.

Data S9. Shared binding sites between HSFA1b and HBI-1, PRR5, LFY, SEP3, PIF4, PIF5, and PRR7.

Data S10. All significantly enriched GO terms of the genes targeted by HSFA1b and HBI-1, LFY, PRR5, PRR7, SEP3, PIF4, and PIF5.

Cytoscape File S1. A Cytoscape file which allows an interactive view of Fig. 5D but requires first that the open source program is downloaded from http://www.cytoscape.org/.

Supplementary Figures and Tables Click here for additional data file.

Supplementary Dataset S1-S9 Click here for additional data file.

Supplementary Document Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

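RNA-seq libraries of 5-week-old Arabidopsis plants were compared: WT plants under NS (23 °C), WT plants under HS (37 °C for 30 min) and 35S:HSFA1b plants under NS, with 3 replicates each. The 35S:HSFA1b HS group of 3 replicates, which the paper's RNA-seq methods do not name, was examined separately. The FPKM values were made by the authors, who mapped the reads with GSNAP and ran Cufflinks and Cuffdiff with geometric library normalization across libraries, and they deposited 1 table of FPKM per locus with 12 columns. The ChIP-seq data were not analysed here; binding was taken from the features that the paper lists in Supplementary Data S1.

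The table holds no read counts, and the paper states only a minimum read depth, so the counting error of a value is unknown and the spread between replicate columns is the only measure of precision. Columns were assigned to groups by the genotype and treatment in their names. The digits in the columns' names run from 0 to 2 and the replicates in the library labels from 1 to 3, and nothing states that they follow the same order, so no column was assigned to a single library. The label of genotype reads wild type for every library, while the titles name the 35S:HSFA1b line; the titles were followed, and the level of HSFA1b checks them.

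Differential expression was tested on log2(FPKM + 0.01) with limma 3.58.1 in R 4.3.3, with lmFit, eBayes with an intensity trend and two-sided moderated t-tests. The fit took the 9 columns of the 3 groups that the paper's RNA-seq methods name. Genes with a mean of at least 1 FPKM over these columns were tested, and the threshold was a Benjamini-Hochberg adjusted p of 0.05. For the 35S:HSFA1b HS group and the difference of the HS response between genotypes, all 12 columns were fitted together, with 17720 genes. Shares of bound genes, of growth genes and of shared DEGs were compared with two-sided Fisher's exact tests. These treat genes as independent, so their p does not measure the spread between plants. Correlations of antisense and sense changes were tested with 1e+05 random permutations of the pairs. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

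Coordinates, overlaps and antisense pairs come from the RefSeq annotation of TAIR10.1. Of the 1191 bound features found there, 27.3% had the same start as in Supplementary Data S1 and 97.2% a start close to it. Copies of named genes were searched with BLAST+ 2.17.0, and alignments of at least 100 bp at 90% identity were kept.

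Named genes follow a rule set before the data were examined: every gene the paper names beside a claim of these RNA-seq data, including the loci of Table 2, and for each comparison the 5 largest increases and the 5 largest decreases among DEGs whose columns do not overlap between the groups.

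The procedure was tested on simulated data of 17710 genes. It called 143 of 190 genes given a heat change and 6 others, 156 of 197 genes given a genotype change and 5 others, and 0 genes in data without a change. The simulated noise was independent between genes and columns. Few genes were changed, each by an absolute log2 fold change of at least 1. Shared shifts of a column and differences between submissions were not simulated, so these rates do not carry over to the real data.

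Alternatives covered the pseudocount, the expression filter, the scaling of columns, the groups in the fit, the intensity trend, a fold change threshold, a stricter adjusted p, the distance to the binding site, the genes and scale behind Pearson's r, the antisense pairs, and each column left out in turn. Genes with a mean below 100 FPKM only, and values with the trends with GC content and gene length taken out, were added after the data were seen. GO enrichment, qPCR and phenotypes were not analysed here, and the antisense transcripts that the paper predicted from its reads are not in the table.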

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

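The tests against library submission in this part were chosen only after the result was seen, and the regroupings of genotype were drawn a second time, without duplicates, after a first draw had been seen.

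The RNA-seq methods of the paper name no HS group of 35S:HSFA1b plants, although a note to Table 2 mentions overexpression under NS and HS, and a signal appeared in this group. Between HS and NS 35S:HSFA1b plants 7500 genes were DEGs, 4011 up-regulated and 3489 down-regulated. Of these, 4937 (65.8%) were also DEGs in WT HS plants in the same fit to 12 columns. Of the DEGs of WT HS plants, 87.6% changed in the same direction in 35S:HSFA1b plants, where 50% would be given by chance, so most of the signal is a candidate for the heat response that WT plants show. Of 10 splits of the 6 columns, 1 gave as many DEGs, the real one; with 3 columns against 3 this share cannot fall below 0.1. The other splits gave 0 DEGs, and at most 648 genes at an unadjusted p under 0.05, against 8949 for the real split. The count was 7004 after quantile normalization, 6740 over genes with a mean below 100 FPKM and 7375 with the trends with GC content and gene length taken out, so these explanations did not remove it. Nor did library submission, as inferred from the numbers in the labels. Leaving out each NS 35S:HSFA1b column in turn left 6727, 6118 and 6009 DEGs. In 1 of these fits all remaining 35S:HSFA1b libraries come from a single submission. The largest increases with non-overlapping columns were in AT2G44130, AT-HSFA7B, AT4G24420, AT5G11140 and AT1G71000. AT2G44130 was listed at 0 in every other column and at 1.53, 4.27 and 7.64 FPKM in HS 35S:HSFA1b plants. The largest decreases were in U1.5, AT2G15780, NUDT24, AT2G44383 and IDL3. U1.5 was listed at 0 in every HS 35S:HSFA1b column and at 15.8 ± 6.54 FPKM (SD, n = 3) in NS 35S:HSFA1b plants, and the log2 fold changes of the others ran from -6.18 to -5.53, for genes with an NS mean of at most 3.45 FPKM.

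A difference between the genotypes drew attention next. The change under HS differed between 35S:HSFA1b and WT plants in 2112 genes (limma interaction term, adjusted over all genes), and in 58.7% of them it was smaller in 35S:HSFA1b plants. In 153 genes the changes had opposite directions and each of them also passed the threshold by itself. Genes with opposite signs of which only 1 or no change passed are not in this count. Among the 27 TF genes of Fig. 5A, 21 differed, and in all 21 the change was smaller in 35S:HSFA1b plants. Of these 21, 15 were lower in HS 35S:HSFA1b than in HS WT plants past the threshold and 2 were higher, and 15 were higher in NS 35S:HSFA1b than in NS WT plants, so both levels contribute. In HSFB2A, with an interaction of -2.50, the HS level was higher by 0.72 in 35S:HSFA1b plants, while SZF1 (-3.82) and STZ (-4.99) had log2 differences of -3.11 and -2.73 under HS. Of 100 regroupings of genotype within treatment, out of 200 possible, 2 gave as many genes as the real grouping: the real one, and the one that exchanges the genotypes in HS plants only, with 5271 genes, which tests the effect of genotype in place of the interaction. Among the rest the highest count was 2092, close to the real one, and the median was 0. For the TF genes 1 of 100 regroupings, the real one, gave as many. Quantile normalization left 2319 genes and 20 TF genes, the trends with GC content and gene length taken out left 2232 and 20, and genes with a mean below 100 FPKM left 1816.

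Library submission remains as an explanation of the difference between the genotypes. The submission that holds no WT library holds 5 of the 6 35S:HSFA1b libraries, including all 3 of the HS group, so genotype and library submission cannot be told apart in HS plants. Without each NS 35S:HSFA1b column in turn 2078, 1249 and 1161 genes differed. In 1 of these fits an effect of submission that is the same under NS and HS would cancel, but one that differs between NS and HS would not. The difference between the genotypes is therefore not called biological here.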

How the results depend on the processing

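The alternatives below were set before the data were examined, except 2 that were chosen after seeing the data: the restriction to genes with a mean below 100 FPKM, and the removal of trends with GC content and gene length. Of 147 fold changes of named genes, 107 kept their direction and their side of the threshold under every alternative that was run for single genes, which leaves out the fold change threshold and the stricter adjusted p, and 125 did so when fits that left out a column are set aside. Over these alternatives 21 were weaker at least once, 15 stronger and 4 reversed. The fold changes of HSFA1b are not among the 147, and loci of Table 2 are included only where they were also named for another reason. Where a value moved, the cause was not tested.

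No paired analysis was possible because the order in which the columns' digits follow the replicate numbers of the libraries is not stated, so the replicate block was not run, and for the same reason neither was library submission as a covariate.

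DEGs in WT HS plants (7876) fell to 2586 with an absolute log2 fold change of at least 1 and to 4685 at an adjusted p of 0.01. Quantile normalization shifted the median log2 fold change by -0.104 under HS and -0.087 in NS 35S:HSFA1b plants, and the share of up-regulated DEGs under HS went from 53.3% to 37.2%, with 6415 DEGs in common. DEGs in NS 35S:HSFA1b plants (1731) were 2624 with all 4 groups in 1 fit, 581 with the fold change threshold, 586 at the stricter p and 1074 below 100 FPKM, and from 641 to 2873 across the 9 fits that each left out 1 column. Of these DEGs the percentage shared with WT HS (68.3) was 74 under quantile normalization, 59.6 with only the 2 groups compared, 70.8 without a trend, 78.8 at the stricter p and 76 below 100 FPKM, and from 60.8 to 83 with a column left out. DEGs of both comparisons that are not bound (944) were 1462 with all 4 groups, 266 with the fold change threshold and 297 at the stricter p, and from 362 to 1425 with a column left out. Bound DEGs under HS (694) stayed between 494 and 719, and between 610 and 718 with a column left out.

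Pearson's r with NS WT plants (0.919) was 0.939 with a pseudocount of 1 FPKM, 0.931 with genes above 0 in any column, 0.94 with genes of at least 1 FPKM in every column, 0.941 over all tested genes, 0.945 without the logarithm and 0.908 below 100 FPKM, and from 0.892 to 0.923 with a column left out. Pearson's r with WT HS plants (0.888) was 0.895 and 0.906 with pseudocounts of 0.1 and 1 FPKM, 0.903 and 0.917 with the 2 filters, 0.878 under quantile normalization, 0.899 with all 4 groups, 0.925 over all tested genes, 0.735 without the logarithm and 0.832 below 100 FPKM, and from 0.848 to 0.909 with a column left out. The percentage of HS DEGs with 35S:HSFA1b between the WT states (72.9) was 77.8 under quantile normalization, 71.1 with all 4 groups, 79 at the stricter p, 74.4 below 100 FPKM and 75.3 with GC content and gene length taken out, and from 70.1 to 76.7 with a column left out. The HSP genes between (15) were 15 in each fit that left out a column, and 1 below 100 FPKM, a limit that removes most of them.

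TF genes that were DEGs in both comparisons (14) were 8 at the stricter p, and from 9 to 19 with a column left out. Table 2 genes under HS (41) were 26 with the fold change threshold. Table 2 genes in NS 35S:HSFA1b plants (11) were 7 without a trend, 5 with the fold change threshold, 6 at the stricter p and 6 below 100 FPKM, and from 6 to 17 with a column left out. Group I growth genes lower under HS (5) were 3 with genes above 0 in any column, 3 with only the 2 groups compared, 3 without a trend, 0 with the fold change threshold and 2 at the stricter p, and from 2 to 5 with a column left out. Antisense pairs with opposite changes (5, or 45.5% of the pairs tested) were 2 (28.6%) with genes of at least 1 FPKM in every column. They were 3 (33.3%) with all 4 groups and 40 (43.5%) over all pairs, since the number of pairs tested also differed. The share was 54.5% under either rescaling of the columns and ran from 40% to 60% with a column left out.

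DEGs in HS 35S:HSFA1b plants (7500) were 2083 with the fold change threshold and 4688 at the stricter p. Genes whose HS change differs between genotypes (2112) were 1183 and 740 under these, and from 1161 to 3387 with a column left out.

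The sign reversed for 4 fold changes. PIF4 under HS (0.34) was -0.01 under quantile normalization (adjusted p 0.961; 0.0017 to 0.96 over its alternatives), and from 0.32 to 0.37 with a column left out. AT3G24518 under HS (0.00) was -0.01 with columns rescaled to the median ratio and -0.02 under quantile normalization, and from -0.14 to 0.14 with a column left out. HB2 in NS 35S:HSFA1b plants (0.00) was -0.00 with a pseudocount of 1 FPKM and -0.10 under quantile normalization, and from -0.09 to 0.17 with a column left out. HSFC1 in NS 35S:HSFA1b plants (0.07) was -0.02 under quantile normalization, and from -0.07 to 0.24 with a column left out. The moves of HB2 and HSFC1 under quantile normalization are about the -0.087 by which it shifted the median gene, so they are not particular to these genes. PIF4 apart, none of these passed the threshold with the deposited values.

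The counting error is unknown without counts, which limits genes near the filter of 1 FPKM, such as RGL3, and the 5 largest decreases under HS.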

Differences from the paper's values

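In NS 35S:HSFA1b plants 1731 genes were DEGs, against the paper's 3306. Of the alternatives set before the data were examined, the fit to only the 2 groups compared (2412), the fit to all 4 groups (2624) and the fit without WT HS column 2 (2873) came within 1.5 times the paper's count; the others did not.

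Pearson's r with WT HS plants was 0.888, against the paper's 0.88. The paper prints r to 2 decimals, so whether the difference exceeds the SD over columns of 0.00657 cannot be told. Taken as 0.880, the paper's value lay within that SD of r under quantile normalization (0.878). It also did for the fits without WT NS column 0 (0.886) or without 35S:HSFA1b NS column 2 (0.886). The removal of trends with GC content and gene length (0.886), chosen after seeing the values, gave the same. The other alternatives lay further away.

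DEGs of both comparisons numbered 1182, against the paper's 2121. The fit to the 2 groups compared (1438), the fit to all 4 groups (1771) and the fits without WT NS column 0 (1489) or WT HS column 2 (1748) came within 1.5 times; the others did not. Of these DEGs 944 were not bound, against the paper's 1821, with 1462 in the fit to all 4 groups and 1215 and 1425 without the same columns; the others stayed apart.

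Of the TF genes of Fig. 5A 14 were DEGs in both comparisons, against the paper's 27. The fit to the 2 groups compared (19), the fit to all 4 groups (19) and the fits without WT NS column 0 (18), WT HS column 0 (19) or WT HS column 2 (19) came within 1.5 times; none reached the paper's count.

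Among Table 2 loci 11 were DEGs in NS 35S:HSFA1b plants, against the paper's 18. Quantile normalization (13), the fit to the 2 groups compared (15), the fit to all 4 groups (15) and the fit without WT HS column 2 (17) came within 1.5 times; the others did not.

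HSFA1b was 133-fold higher in NS 35S:HSFA1b than in NS WT plants, against the paper's 50; none of the alternatives closed the gap. The difference between the genotypes was smaller under HS, with 348 FPKM in 35S:HSFA1b and 6.68 FPKM in WT plants. Its log2 fold change was 5.70 under HS, against 7.05 under NS. Antisense and sense genes changed in opposite directions in 45.5% of annotated bound pairs, against the paper's 98% of its own set of pairs. That set also holds predicted transcripts and was limited to antisense genes called differentially expressed. The pairs here were not selected for a change, so the percentages cover unlike sets. None of the alternatives closed the gap.

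The paper treats all TF genes of Fig. 5A as responsive in both comparisons. Under HS NAC001, AT2G44940 and RGL3 were not called, with limma adjusted p of 0.0817, 0.0502 and 0.0527. NAC001 was called without WT NS column 0 or WT HS column 0. AT2G44940 was called with a pseudocount of 1 FPKM, genes of at least 1 FPKM in every column, either rescaling, the fit to all 4 groups, without WT HS column 0, and with GC content and gene length taken out, which was chosen after seeing the values. RGL3 was called without WT NS column 0, without 35S:HSFA1b NS column 0, and with GC content and gene length taken out, chosen after seeing the values. In NS 35S:HSFA1b plants SZF1, ZAT6, RGL3 and WRKY48 were called under no alternative with p adjusted over all tested genes; adjusted over the 27 TF genes alone, 24 passed. STZ was called with genes of at least 1 FPKM in every column, quantile normalization, the fits to 2 or 4 groups, without WT NS column 0, WT HS column 0 or WT HS column 2, and with GC content and gene length taken out, chosen after seeing the values. MYC2 was called in the fit to 2 groups and without WT HS column 2 or 35S:HSFA1b NS column 0, and ERF13 in the fit to 2 groups and without WT HS column 2. AT2G38250 was called in the fit to 4 groups and without WT HS column 2, and GBF3 without WT NS column 0. AGL19 was called in the fits to 2 or 4 groups and without WT HS column 0. ZF1 was called in the fits to 2 or 4 groups and without WT NS column 0, WT HS column 0 or WT HS column 2. Calls in NS 35S:HSFA1b plants were also lost. AT2G44940 was lost with genes above 0 FPKM in any column (limma adjusted p = 0.0538), without a trend (0.0583) and below 100 FPKM (0.0529), the last chosen after seeing the values. BZIP28 was lost without a trend (0.0532). MYB15 was lost with pseudocounts of 0.1 and 1 FPKM (0.052 and 0.238) and under quantile normalization (0.071).

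The paper describes PIF4 as unresponsive to HS, and here it rose (0.34 on the log2 scale), except under quantile normalization (-0.01). PRR5, which the paper calls responsive to HS, was below the filter, and was called when genes above 0 FPKM in any column were tested (2.23). The paper describes the HSP genes of Fig. 4A as intermediate between the WT states, and HSP81.3 was, unlike the other 15, below both (-1.28 against NS WT plants). It gives a negative relation between changes of responsive antisense genes and their sense genes. Over annotated bound pairs, which were not selected for a response, r was 0.458. It describes HSFA1b as varying little under stress, and the log2 fold change under HS was 0.83. In Table 2 34 of 38 loci marked for HS and 8 of 18 marked for 35S:HSFA1b (under NS and HS, by the note to the table) were called, as were 7 loci not marked for HS.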

Other observations

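In this part the tests against the transgene, library submission and a shared baseline, and the splits for HSP genes and for bound DEGs in NS 35S:HSFA1b plants, were chosen only after the result was seen.

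For the results at the claims, 10 splits of the 6 columns of each comparison were counted, and in each case 1 of the 10, the real one, gave as large a result; 3 columns against 3 cannot give a share below 0.1. This held for DEGs in WT HS plants, where the highest count of another split was 107, and for bound DEGs, Table 2 genes and Group I growth genes among them. It also held for DEGs in NS 35S:HSFA1b plants, where every other split gave 0 DEGs, and at most 1365 genes at an unadjusted p under 0.05, against 4878 in the real one. The counts of not bound DEGs of both comparisons, TF genes, Table 2 genes, HSP genes and bound DEGs are therefore 0 in those splits and the percentage shared with WT HS has no value there, so they add no separate evidence.

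Highly expressed genes differed between columns of 35S:HSFA1b plants. Over 105 genes above 1000 FPKM in NS WT plants, the median log2 difference from NS WT was -1.14, -1.16 and -0.37 in the NS 35S:HSFA1b columns 0 to 2 and -1.02, -1.01 and -1.09 in the HS columns, and between -0.16 and 0.16 in WT columns. AT1G29930 (chosen after its values were seen) was at 4095, 4324 and 21188 FPKM in NS 35S:HSFA1b plants. At a cut-off of 0.5, chosen after the values were seen, 2 of the 3 NS columns were lower; column 2, at -0.37, also was below every WT column, so an effect of the transgene is not excluded. The difference of columns 2 and 0, 0.85, stayed at 0.82 with the trends with GC content and gene length taken out. A ceiling on reads per base could not be told from other causes: 45 genes induced to over 1000 FPKM were lower in HS 35S:HSFA1b than in HS WT plants by a median of -1.71 and 106 genes that stayed under 100 FPKM by -1.74, but both sets were chosen for induction in HS WT plants, so a weaker heat response lowers both with or without a ceiling. The 100 highest genes held 19.6% to 23.9% of the FPKM in 5 35S:HSFA1b columns, 33.9% in NS column 2 and 36.8% to 40.9% in WT columns, and a ceiling stays possible. Library submission is a candidate explanation: 5 columns were lower by more than that cut-off, 2 under NS and 3 under HS, as many as the libraries of the submission without WT libraries, but columns are not matched to libraries, so this could not be tested. By the numbers in the labels, replicates 1 and 2 of the NS 35S:HSFA1b group fall in that submission, and columns 0 and 1 were the lower ones. This order was not used to assign columns. Comparisons of 35S:HSFA1b with WT plants carry this limit for highly expressed genes.

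The heat response was largest in WT HS column 2, which held the most extreme of the 3 HS values in 65.1% of DEGs, where 33.3% would be given by chance. The share was 61.8% after quantile normalization and 65.5% with the trends with GC content and gene length taken out, so neither explained it. No biological explanation was tested.

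For the lower level of HSP81.3 in NS 35S:HSFA1b plants, reads given to its copies were tested as an explanation. The summed FPKM of HSP81.3, AT5G56000 and AT5G56030 was lower as well, 462 against 727 in NS WT plants (-0.65 on the log2 scale), and neither copy was higher (19.1 against 23 FPKM for AT5G56000 and 285 against 322 FPKM for AT5G56030), so a transfer of reads to these copies was not seen. HSP81.3 was at 158, 152 and 164 FPKM in the 3 NS 35S:HSFA1b columns, 1 of which has the same number in its label as the WT libraries. If that number marks the submission, submission does not explain the decrease.

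The position of NS 35S:HSFA1b plants towards the HS level could follow from the NS WT columns shared by both comparisons. With each NS WT column in turn left out of the DEG calls and used alone as the baseline, at least 66.4% of the DEGs lay towards HS (highest 76.6%) and at least 60.7% between the WT levels, where for the former independent values would give 50%, so the shared columns do not account for all of the pattern. Of the DEGs of NS 35S:HSFA1b plants called without that column, 70.3%, 90.4% and 89.9% changed in the same direction under HS. The held-out column moved these values, and column 0 gave the lowest.

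Genes up-regulated under HS had covered a median of 31.8% of their change in NS 35S:HSFA1b plants when bound by HSFA1b (589 genes) and 25.8% when not (3611 genes), a difference of 6 percentage points. In columns 0, 1 and 2 the medians were 28.1% and 23.9%, 34.4% and 33%, and 32.8% and 23.5%. The sign was the same in each column, but the columns share the same WT values, so they are not independent support. Binding by HSFA1b may contribute to the intermediate levels; genes are not independent replicates, and this is a hypothesis.

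AT5G15420 (chromosome 5, 5007826 to 5008964) was listed at 0 in all 6 35S:HSFA1b columns and at 3.98 to 8.85 FPKM in all 6 WT columns. Of the 4 nearest genes 0 were lower in every 35S:HSFA1b column, which speaks against a deletion that spans neighbouring genes. Of 4460 genes of similar WT level 1, AT5G15420 itself, was at 0 in all 35S:HSFA1b columns, which makes low expression near the detection limit unlikely. In the reverse direction 0 of the 4892 genes at 2 to 12 FPKM in all 6 35S:HSFA1b columns were at 0 in all WT columns; outside that range AT1G64195 was at 0 in all 6 WT columns and at 1.51 to 16.4 FPKM in the 35S:HSFA1b columns. A change within the gene in the line, for example at the site of the transgene, could give this pattern and was not tested.

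Between HS 35S:HSFA1b and HS WT plants 5121 genes were DEGs, 2149 higher and 2972 lower, and 11 of the HSP genes of Fig. 4A were lower past the threshold. HSFA1b was at 348 ± 17 FPKM (SD, n = 3) in HS 35S:HSFA1b plants. These values are subject to the submission of the libraries as above.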
